# Sperm modulate uterine immune parameters relevant to embryo implantation and reproductive success in mice

**DOI:** 10.1038/s42003-021-02038-9

**Published:** 2021-05-14

**Authors:** John E. Schjenken, David J. Sharkey, Ella S. Green, Hon Yeung Chan, Ricky A. Matias, Lachlan M. Moldenhauer, Sarah A. Robertson

**Keywords:** Preclinical research, Inflammation, Immune tolerance, Infertility

## Abstract

Seminal fluid factors modulate the female immune response at conception to facilitate embryo implantation and reproductive success. Whether sperm affect this response has not been clear. We evaluated global gene expression by microarray in the mouse uterus after mating with intact or vasectomized males. Intact males induced greater changes in gene transcription, prominently affecting pro-inflammatory cytokine and immune regulatory genes, with TLR4 signaling identified as a top-ranked upstream driver. Recruitment of neutrophils and expansion of peripheral regulatory T cells were elevated by seminal fluid of intact males. In vitro, epididymal sperm induced IL6, CXCL2, and CSF3 in uterine epithelial cells of wild-type, but not *Tlr4* null females. Collectively these experiments show that sperm assist in promoting female immune tolerance by eliciting uterine cytokine expression through TLR4-dependent signaling. The findings indicate a biological role for sperm beyond oocyte fertilization, in modulating immune mechanisms involved in female control of reproductive investment.

## Abstract (web summary)

Components of the seminal fluid are required for specific gene expression and immune changes in the uterus following mating, but the role that sperm play in this process has remained unclear. Here, John Schjenken et al. compare female mice mated to intact and vasectomized males and show that sperm are required for the full post-mating response, indicating a broader role for sperm in reproduction beyond fertilization.

## Introduction

Events at mating exert substantial influence on the likelihood of conception, embryo implantation and pregnancy success^1,2^. Male seminal fluid stimulates the female immune response to provoke a controlled inflammatory response that facilitates embryo implantation^2^, and promotes generation of immune tolerance for pregnancy^3,4^. Insufficient immune tolerance is linked with common reproductive disorders in women, including infertility, miscarriage, and pregnancy disorders^3^, and unresolved uterine inflammation after mating is associated with poor breeding performance in livestock animals^5^. Pregnancies conceived without seminal fluid contact have compromised outcomes in several mammalian species^2,6^. The female immune changes induced by seminal fluid at conception can in turn affect fetal development, and offspring survival and phenotype^7–10^.

Interactions between seminal fluid and the female tract are described in several mammalian and invertebrate species^2,6,11,12^. In mammals, the female response to seminal fluid signals is best characterized in mice and humans^2,6^. We showed previously in mice, that factors in seminal fluid stimulate uterine epithelial cells to trigger an altered gene expression program, with more than 300 genes differentially expressed in the endometrium at 8 h after mating^13^. Cytokine signaling, inflammation and immune response pathways were prominent amongst the genes induced^13^. Ensuing production of pro-inflammatory cytokines and chemokines draws neutrophils, macrophages and dendritic cells from peripheral blood into the underlying endometrial stromal tissue^14,15^. Neutrophils are exuded across the uterine epithelium and into the uterine lumen, where they release neutrophil extracellular traps to eliminate microorganisms and selectively sequester a large proportion of sperm, permitting a smaller subset to retain fertilizing capacity^14,15^.

This controlled inflammatory response extends from the cervix and uterus into the higher reproductive tract, to induce oviductal cytokines that support embryo development, and promote progesterone synthesis in the ovary^2^. In the lymph nodes draining the uterus, seminal fluid antigens prime the female adaptive immune response^4,16^, eliciting activation and expansion of suppressive regulatory T cells (Treg cells)^17,18^. Treg cells have essential functions at embryo implantation – acting to prevent immune destruction of the foreign embryo, to suppress and resolve inflammation, and to facilitate uterine vascular changes that support optimal placental and fetal development^4,19^.

To date, the immune regulatory activity of seminal fluid has been attributed to factors in its plasma fraction, notably transforming growth factor beta (TGFB)^20,21^ and E-series prostaglandins^20,22,23^. However, TGFB does not account for the full effect of seminal fluid in female tissues^20,24^ and other signaling components likely exist^25,26^. TLR4 signaling is implicated as a key upstream driver of the uterine response, suggesting a signaling role for endogenous ligands of TLR4 in seminal fluid^13^.

The extent to which sperm might contribute to evoking the female response to seminal fluid has not been determined. Close physical association between sperm and immune cells and/or epithelial cells lining the female tract occurs in mice^27^ and many other species^28^. Sperm attachment to the uterine and oviductal epithelial is a mechanism for sperm sequestration and storage prior to ovulation^28^, but whether sperm elicit effects on female immune activation has not been formally considered. We have previously reported that the Treg cell-specific transcription factor *Foxp3*, as well as a critical Treg cell-attracting chemokine *Ccl19*, are more strongly expressed at the time of embryo implantation in the uterus of mice earlier exposed to seminal fluid of intact males, as opposed to vasectomized males^18^, implying that stronger immune tolerance may be generated when sperm are present.

Here, we have investigated the specific contribution of sperm in the female response to seminal fluid. Initially, we compared global gene expression in the uterine endometrium of females mated to intact males versus vasectomized males, using Affymetrix microarray. We show that whole seminal fluid containing sperm elicits a pattern of immune response genes and pathways that is distinct to the expression profile elicited by seminal plasma alone, and is associated with elevated neutrophil recruitment into the uterus, and stronger expansion of Treg cells within draining lymph nodes. We then confirm using an in vitro model and *Tlr4* null mutant mice, that sperm specifically induce neutrophil-regulating cytokines IL6, CXCL2, and CSF3 through TLR4 signaling. These data reveal a novel physiological role for sperm at the time of conception and expand understanding of the mechanisms by which seminal fluid interacts with female tissues to generate maternal immune tolerance and reproductive success.

## Results

### Vasectomy alters the female response to seminal fluid after mating

Previously we showed that seminal fluid induces substantial gene expression changes in the endometrial surface layer of the uterus after mating^13^. We have demonstrated using in vivo and in vitro approaches that soluble signaling factors in seminal plasma regulate several endometrial genes^7,14,20,26^. To evaluate the extent to which sperm contribute to eliciting the female response, global gene expression was examined in endometrial tissue of CBAF1 female mice 8 h following mating with intact males (delivering complete seminal fluid) or vasectomized males (delivering seminal plasma alone). 

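Endometrial RNA was hybridised to 12 Affymetrix Mouse Gene 1.0 ST arrays, which read each gene with probes spread along its transcript. The arrays held 4 pools from unmated virgin females, 4 from females 8 h after mating with intact males and 4 from females 8 h after mating with vasectomized males. Each pool combined RNA of 4 females, so that 16 females stood behind each group, and 300 ng of RNA was used per array. The spread between arrays is therefore a spread between pools and not between single females. The methods place tissue collection of unmated controls in the evening of pro-estrus, while the results call them estrus females, so controls and mated females differed in the hour of collection as well as in mating. The authors processed the arrays in Partek Genomics Suite, with RMA background correction, a correction for the GC content of probes and mean probe summarization. They deposited log2 values for 35556 transcript clusters. Of these, 21789 carried 1 gene symbol in the annotation used here, 1621 carried several and 12146 carried none. Median log2 values lay between 7.25 and 7.32 on all 12 arrays, and the values were used with no further normalization. The lowest correlation between arrays of the same group was 0.983 across transcript clusters. Each cluster was fitted with 1 mean per group over all 12 arrays in limma. A gene was called higher or lower at a fold-change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05 over all clusters. Gene counts are of the 23410 clusters with at least 1 symbol. In addition, 36 gene lists for pathways and cell types were tested with limma's camera at a preset correlation of 0.01 between genes, and 720 of their 783 genes were measured. This called 49 of 108 list tests, 39 of which were also called in the same direction by fry. When the correlation was estimated from the arrays 0 list tests were called (lowest adjusted p = 0.0832). The lists were written after directions of genes the paper calls had been seen, so list calls are not independent of the paper. The number of arrays limits the precision. In data simulated with the spread of these arrays, 94.0% of genes changed 2-fold between intact- and vasectomized-mated females were called. Of genes changed 1.5-fold 50.7% were called. The 1.5-fold threshold itself holds that share down, so it does not measure the precision.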

Our previous studies showed strongly upregulated cytokine expression at this time point^7,13^. Unmated virgin estrus females provided a non-mated comparison. Endometrial RNA from 16 females was pooled into 4 independent biological replicates per group, and gene expression profiles were determined by Affymetrix microarray.

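The arrays of unmated, vasectomized-mated and intact-mated females occupied separate stretches of the first principal component, which held 29.3% of the variance. Its mean score was -29.15 ± 4.52 (SD, n = 4) in unmated controls, 4.82 ± 3.43 (SD, n = 4) after mating with vasectomized males and 24.33 ± 3.17 (SD, n = 4) after mating with intact males. Both mated groups lay to the same side of controls. Each pair of groups was separated without overlap (two-sided exact permutation test, p = 0.0286 for each of the 3 pairs, the smallest p that 4 arrays against 4 allow). The second component held 17.4% of the variance and parted the mated groups, at 15.88 ± 8.51 after mating with vasectomized males and -9.48 ± 6.25 after mating with intact males. Along this component control arrays 1 and 2, at 11.02 and 16.68, lay apart from control arrays 3 and 4, at -31.30 and -22.00. Of 11 measured genes commonly used as references, 0 were called in any comparison in limma (unadjusted p under 0.05 for 2, 2 and 1 in the intact-control, vasectomized-control and intact-vasectomized comparisons). Actb, which encodes cytoskeletal beta-actin, had a log2 fold-change of -0.04 after mating with intact males (SE 0.05, limma adjusted p = 0.709) and -0.08 after mating with vasectomized males (SE 0.05, limma adjusted p = 0.455). The ribosomal gene Rplp0 had log2 fold-changes of -0.03 and 0.06. Over the 11 genes the log2 fold-changes ran from -0.27 for Ppia to 0.38 for Pgk1 after mating with intact males (median 0.04) and from -0.24 for Ppia to 0.19 for B2m after mating with vasectomized males (median 0.01).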

Principal component analysis demonstrated a substantial shift in gene expression profile following mating (Fig. 1A), regardless of whether males were intact or vasectomized, in line with previous observations indicating that seminal plasma plays a major role in eliciting the female response^7,14,20,26^. Following mating, a total of 697 genes were upregulated and 434 downregulated (by high stringency criteria of fold-change > 1.5 and FDR *P* < 0.05) in the endometrium of mated females compared to unmated virgin estrus controls (Fig. 1B). 

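After mating with intact males 607 genes were higher and 471 lower than in unmated controls, and after mating with vasectomized males 261 were higher and 145 lower. In either mated group 651 genes were higher and 492 lower. At 2-fold or more, 218 were higher and 188 lower after mating with intact males, and 64 higher and 34 lower after mating with vasectomized males. Slc26a4, which encodes the anion exchanger pendrin, rose 14.5-fold after mating with intact males (limma adjusted p = 0.000113) and 7.04-fold after mating with vasectomized males (limma adjusted p = 0.00344). Slc5a8, a sodium-coupled transporter of monocarboxylates, rose 7.32-fold and 4.98-fold (limma adjusted p = 2.58e-05 and 0.000756). Clca3b and Clca3a2, of the calcium-activated chloride channel regulators, rose 24.6-fold and 19.4-fold after mating with intact males (limma adjusted p = 4.65e-06 and 1.50e-06). They rose 7.87-fold and 7.70-fold after mating with vasectomized males (limma adjusted p = 0.000546 and 0.000207). The Clca3 paralogs are close in sequence and their probes can share signal, so how the signal divides between them is uncertain. The number of genes lower after mating with vasectomized males was 273 without control array 1, 85 without vasectomized array 2, 94 without vasectomized array 4, 79 without variance moderation and 82 when only these 2 groups were fitted. In a split of the controls chosen after seeing the data, controls 1 and 2 alone gave 312 lower genes here and 800 after mating with intact males, and controls 3 and 4 alone 465 higher and 236 lower here.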

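Relative to unmated controls Cxcl2, a ligand of the chemokine receptor CXCR2, rose 18.9-fold after mating with intact males (limma adjusted p = 1.72e-05) and 7.37-fold after mating with vasectomized males (limma adjusted p = 0.00132). Tnip3, whose product binds A20 and restrains NF-κB, rose 10.9-fold and 5.32-fold (limma adjusted p = 1.34e-05 and 0.000909). Tnfaip2, a gene induced by TNF, rose 14.4-fold and 5.22-fold (limma adjusted p = 2.10e-05 and 0.00246). Il1f6 and Il1f9, which encode IL-36α and IL-36γ, had log2 fold-changes of 3.03 and 3.11 after mating with intact males (SE 0.29 and 0.24) and of 1.98 and 1.94 after mating with vasectomized males, all called. Of 70 measured cytokine genes outside Table 1, 15 were higher, 2 lower and 53 not called after mating with intact males. After mating with vasectomized males 5 were higher, 0 lower and 65 not called. Adjusted over the list alone, these counts were 15 higher and 2 lower, and 7 higher and 1 lower. The camera adjusted p of this list was 0.000561 (adjusted p = 0.159 with an estimated correlation) and 0.0140 (adjusted p = 0.284 with an estimated correlation). The 2 lower genes were Kitl, the ligand of the receptor KIT, which fell by 1.39 on the log2 scale (SE 0.17), and Tgfb3, which fell by 1.28 (SE 0.23). Il1f8, Ifne and Tnfsf10, named after their values were seen, were the other 3 genes higher after mating with vasectomized males, with log2 fold-changes of 0.67, 0.68 and 0.69. The list was not called in the vasectomized-mated group without control array 4 (limma camera adjusted p = 0.0675) or with controls 1 and 2 only, a split chosen after seeing the data (adjusted p = 0.182). With controls 3 and 4 only 3 of its genes were higher in that group. Without genes the paper calls it was called in neither group (adjusted p = 0.335 and 0.208). Since the paper called them on these same arrays, their removal takes out members that changed, and this loss decides nothing.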

Analysis of the most differentially regulated genes (fold-change > 1.5-fold, FDR *P* < 0.05) in both mated groups showed immune system-associated genes to be amongst the most highly regulated, compared to the estrus control group (Supplementary Data 1-2). When differentially regulated genes were assessed by Ingenuity Pathway Analysis, immune signaling pathways were prominent – comprising seven of the top ten signaling pathways identified as activated in either mating group, with a Z-score > 2 (activated) or < −2 (inhibited) (*P* < 0.05) (Supplementary Data 3, Supplementary Table 1).

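Some target genes of NF-κB, of interferon and of interleukin-17 in epithelium and some genes of mucosal defense were higher after mating with intact males and some after mating with vasectomized males, where most genes of each list were not called. Of 36 measured NF-κB targets, 21 were higher, 1 lower and 14 not called after mating with intact males. After mating with vasectomized males 12 were higher, 0 lower and 24 not called (13 higher when adjusted over the list alone). Tnfaip3, which encodes the ubiquitin-editing enzyme A20, rose by a log2 fold-change of 2.70 (SE 0.29) and 1.92 (SE 0.29). The camera adjusted p of this list was 3.36e-19 and 1.58e-17 (adjusted p = 0.0832 with an estimated correlation in both). Of 34 mucosal defense genes, 18 and 13 were higher and 0 lower (camera adjusted p = 2.09e-19 and 4.99e-14, adjusted p = 0.0832 with an estimated correlation in both). Dmbt1, a secreted scavenger protein of mucosal surfaces, rose by 3.07 and 2.62 (SE 0.27 each), and C2, a component of complement, by 1.59 and 1.11 (SE 0.09 each). Of 20 genes of the epithelial interleukin-17 response, 14 and 9 were higher and 0 lower (10 in the latter group when adjusted over the list alone), with camera adjusted p = 2.11e-16 and 6.88e-13 (adjusted p = 0.0832 with an estimated correlation in both).
Among 40 interferon-induced genes 15 were higher after mating with intact males and 4 after mating with vasectomized males. The latter count was 2 without control array 3, vasectomized array 3 or vasectomized array 4, without variance moderation and when only the 2 groups compared were fitted. The former was 24 with controls 1 and 2 only, a split chosen after seeing the data. The camera adjusted p of the interferon list was 1.56e-21 and 8.46e-18 (adjusted p = 0.0832 and 0.130 with an estimated correlation). Ifit3, whose product binds viral RNA, rose by 1.00 and 0.82 (SE 0.13 each) and Iigp1, an interferon-induced GTPase, by 0.79 and 0.77 (SE 0.11 each). Of 32 targets of IL6 and STAT3, 9 were higher and 1 lower after mating with intact males and 2 were higher after mating with vasectomized males. The 2 became 1 without control array 1, 2 or 4, vasectomized array 1 or 3, or variance moderation, and with array weights, and 4 with controls 1 and 2 only. The 1 lower gene became 2 without control array 2 or intact array 1 and under quantile normalization. The camera adjusted p of this list was 0.00151 and 0.00454 (adjusted p = 0.212 and 0.259 with an estimated correlation). Cebpd, a transcription factor of the acute-phase response, rose by 1.53 and 0.94 (SE 0.13 each). Adjusted over the list alone, the IL6 and STAT3 targets had 9 higher and 1 lower, and 2 higher and 1 lower, and the other lists had the counts given. The lists were written with directions of the paper's genes already seen, so their calls are not independent of the paper. The paper called its genes on these same arrays, so leaving them out removes members that changed, and a lost call then decides nothing. Without these genes the lists of interferon and mucosal defense stayed called after mating with intact males (limma camera adjusted p = 4.45e-07 and 0.00346). Those of NF-κB, interleukin-17 and IL6, with 12, 6 and 22 members left, were not called there (limma camera adjusted p = 0.361, 0.335 and 0.857). Nor was that of IL6 after mating with vasectomized males (adjusted p = 0.0560). In the latter group the IL6 list was also not called without dim transcript clusters (limma camera adjusted p = 0.0796) or with controls 3 and 4 only (adjusted p = 0.0711).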

**Fig. 1:**
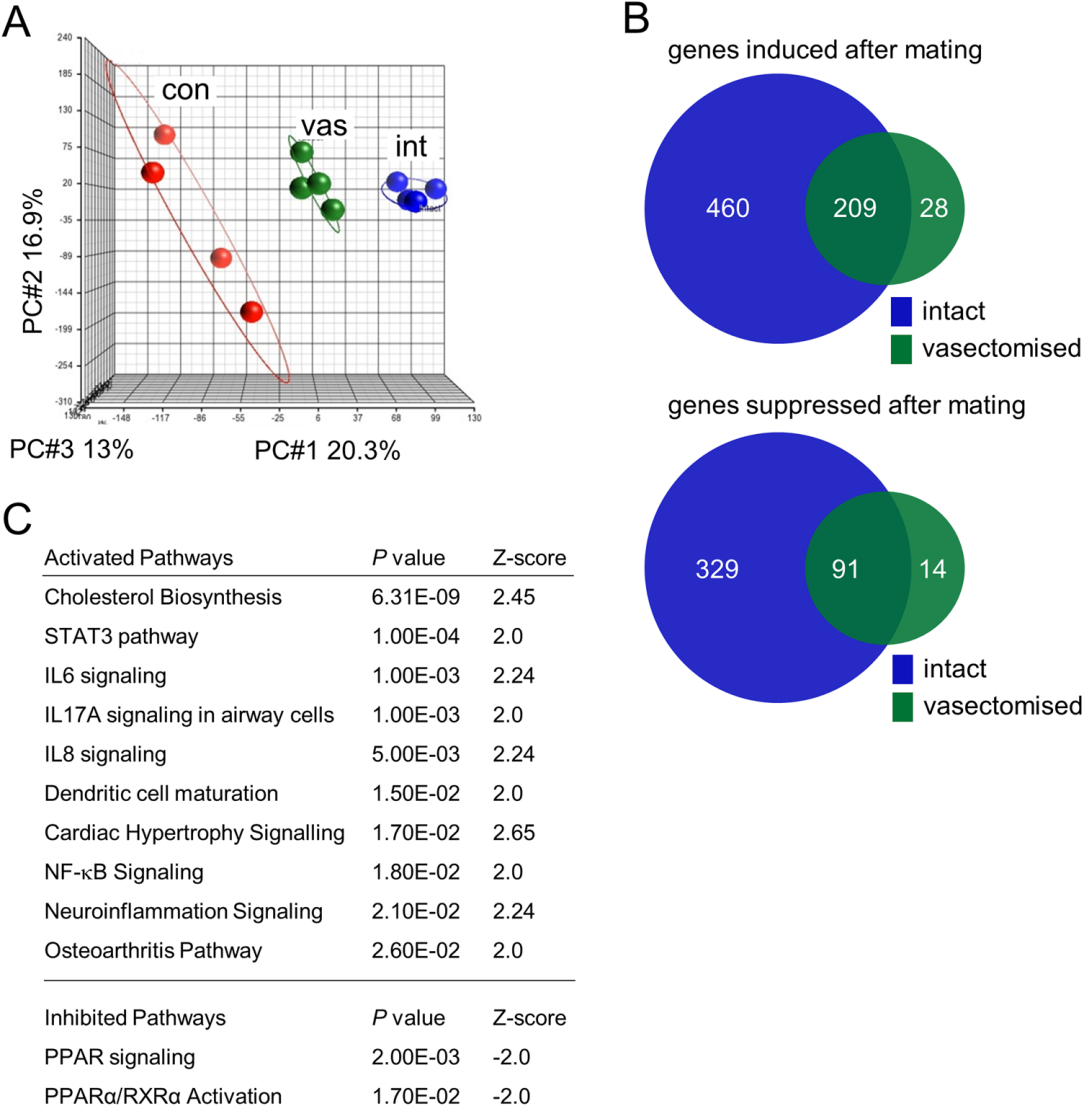
Differential gene expression in the uterus after mating with intact males compared to vasectomized males. Endometrial tissue was collected from females in estrus (unmated control, con), or 8 h after mating with either intact (int) or vasectomized (vas) males. RNA was extracted and gene expression measured by Affymetrix Mouse Gene 1.0 ST arrays (*n* = 4 biological replicates, pooled from a total of 16 tissue samples per group). Microarray data was analyzed by Partek Genomics Suite and Ingenuity Pathway Analysis. Principal component analysis of microarray data according to group (**A**). Venn diagrams show the number of genes significantly induced or suppressed (>1.5-fold change and FDR < 0.05) following mating (**B**). Canonical signaling pathways that are activated (Z-score > 2) or inhibited (Z-score < −2) (*P* < 5.0E-02) in the endometrium of females mated with intact males compared to vasectomized males (**C**).

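The expression profile lay farther from the unmated controls after mating with intact males than after mating with vasectomized males. The root mean square log2 distance of an array from the control mean was 0.324 ± 0.0145 (SD, n = 4) after mating with intact males and 0.277 ± 0.0148 (SD, n = 4) after mating with vasectomized males. A control array lay 0.260 ± 0.0173 (SD, n = 4) from the mean of the other controls. The difference between mated groups was 0.0465 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Among the 1078 genes called after mating with intact males, the response to vasectomized males was 60.5% of that to intact males, and 1027 genes lay farther from control in the intact-mated group. Because genes chosen in the intact-mated group favour that group, the 406 genes called after mating with vasectomized males were also compared. Here the response to vasectomized males was 70.5% of that to intact males, with 295 genes farther from control in the intact-mated group. Hey1, a transcriptional repressor downstream of Notch, had a mean log2 fold-change from control of 2.23 after mating with intact males and 0.64 after mating with vasectomized males, a difference of 1.59 (SE 0.21, limma adjusted p = 0.00568). Nox1, a superoxide-producing NADPH oxidase of epithelia, had log2 fold-changes of 1.85 and 0.30, a difference of 1.55 (SE 0.21, limma adjusted p = 0.00568). For Ripor2, a regulator of RhoA, the order was the other way, with log2 fold-changes of -1.20 and -1.43, and the difference of 0.23 did not pass the test (SE 0.19, limma adjusted p = 0.594). The difference in distance no longer passed the threshold without control array 1, intact array 1 or intact array 4, where it was 0.0384, 0.0433 and 0.0418 (exact permutation test, p = 0.0571 in each).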

Endometrial tissue of females mated with intact males exhibited a larger shift in gene expression profile than in females mated with vasectomized males, implicating ejaculate components of testicular and/or epididymal origin in altered gene expression (Fig. 1A). Of the 698 up-regulated genes, 669 were induced following mating with intact males, but only 237 were induced by vasectomized males. 

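Of the genes higher after mating, 217 were called in both mated groups, 390 after mating with intact males only and 44 after mating with vasectomized males only. A call in 1 group only is not a difference between groups. Of the 390 genes, 376 also had a positive log2 fold-change after mating with vasectomized males, and 79 were higher in the intact- than in the vasectomized-mated group when these were compared directly. Clca3a1, called in both groups, rose by a log2 fold-change of 3.27 after mating with intact males and 1.86 after mating with vasectomized males, and the mated groups differed by 1.41 (SE 0.16, limma adjusted p = 0.00433). Lpin1, a phosphatidate phosphatase of lipid synthesis, was called after mating with intact males only, with log2 fold-changes of 0.97 and 0.06 and a difference of 0.91 (SE 0.14, limma adjusted p = 0.00996). Il1a, which encodes interleukin-1α, was also called after mating with intact males only, with log2 fold-changes of 1.09 and 0.71, but the difference of 0.39 did not pass the test (SE 0.21, limma adjusted p = 0.376). Prom1, a membrane glycoprotein of epithelia, rose after both matings, with log2 fold-changes of 0.90 and 0.83 (SE 0.12 each). Both comparisons used the same 4 control arrays, which by itself makes their values alike. When each comparison had its own 2 controls, 128 to 209 genes were higher in both groups. Across transcript clusters with a symbol the 2 sets of log2 fold-changes had a correlation of 0.807 and a covariance of 0.0582. Simulated unchanged groups gave a mean correlation of 0.439 (-0.457 to 0.934) and a mean covariance of 0.0066, which leaves 0.0516. With separate controls the correlation was 0.376 to 0.750 and the covariance 0.0359 to 0.0562. Transcript clusters are not independent replicates.

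**Figure D1:**
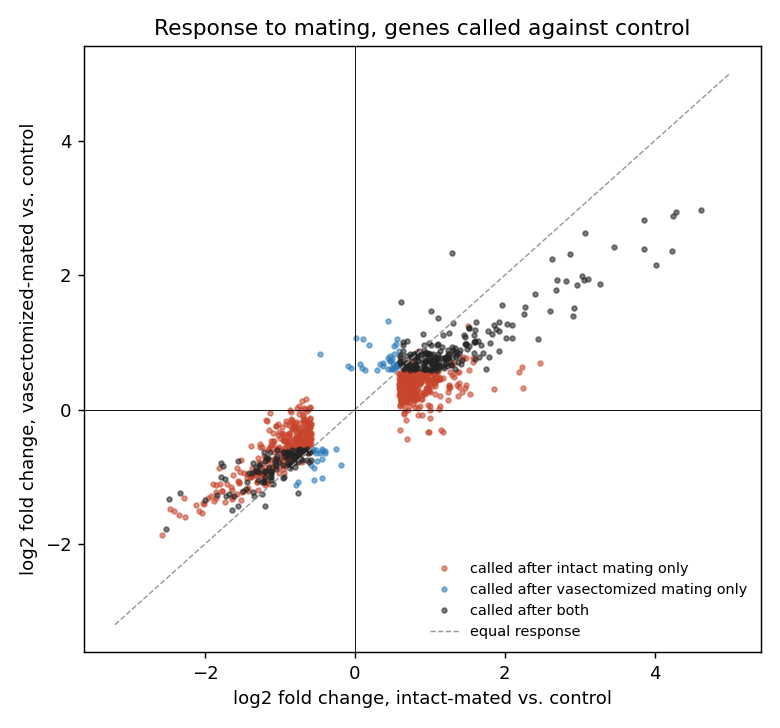
Log2 fold-change after mating with vasectomized males (vertical axis) against that after mating with intact males (horizontal axis), both relative to unmated controls, for 1030 single-symbol genes called against control in either group (1 transcript cluster per gene, means of 4 arrays per group). Black points are 314 genes called in both groups, red points 662 called after mating with intact males only and blue points 54 called after mating with vasectomized males only.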

Of the 434 down-regulated genes, 420 were suppressed after mating with intact males, compared to 105 suppressed by vasectomized males (Fig. 1B, Supplementary Data 1 and 2).

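Genes of cell division, of the response to ovarian steroids and of the circadian clock stood among those lower after mating. Of 47 measured cell cycle genes, 34 were lower, 0 higher and 13 not called after mating with intact males, with a median log2 fold-change of -1.54. After mating with vasectomized males 5 were lower and 42 not called, with a median of -1.08 (38 and 41 lower when adjusted over the list alone). The control arrays differed among themselves. On log2 values centred on each gene's mean over the arrays, the list median was -0.06 in control array 1, within the range of the mated arrays (-0.83 to 0.08), and 0.44 to 1.56 in the other 3 controls, with controls 2 and 4 highest at 1.30 and 1.56. The count of 34 was 21 without intact array 3, intact array 4 or variance moderation, 17 without dim transcript clusters and 18 with controls 1 and 2 only, a split chosen after seeing the data. The count of 5 was 36 without control array 1, 9 without intact array 2, 5 without control array 3 and 0 to 2 without any other single array. It was 0 without variance moderation, 1 with array weights, 2 when only the 2 groups compared were fitted, and 0 and 16 with controls 1 and 2 or 3 and 4 only. The camera adjusted p was 7.92e-20 and 1.77e-19 (adjusted p = 0.333 with an estimated correlation in both). Mki67, which marks dividing cells, was 5.52-fold lower after mating with intact males (limma adjusted p = 0.00689), though its log2 value in control array 1, at 8.27, lay near that in vasectomized array 1, at 8.24. Nusap1, of the mitotic spindle, was 4.84-fold lower (limma adjusted p = 0.00499). Mad2l1, of the spindle checkpoint, was 2.45-fold lower after mating with vasectomized males (limma adjusted p = 0.0183). The other 4 genes called there were Ccne2, Mcm2, Mcm3 and Rrm1 of DNA replication, named after their values were seen. Greb1, a gene induced by estrogen, was 5.75-fold lower after mating with intact males and 3.41-fold lower after mating with vasectomized males (limma adjusted p = 4.65e-06 and 0.000351). Pgr, which encodes the progesterone receptor, fell by 1.99 and 1.34 on the log2 scale (SE 0.19 each), and Hsd11b2, which inactivates glucocorticoids, by 1.63 and 1.49 (SE 0.25 each). The 22 genes of the estrogen response went both ways, with 7 higher and 6 lower after mating with intact males and 0 higher and 3 lower after mating with vasectomized males (8 and 6, and 0 and 5, when adjusted over the list alone). Their median was 0.11 and 0.09, their mean -0.20 and -0.16, and the list was not called (limma camera adjusted p = 0.511 and 0.443, both upward).
Of 19 clock genes, 9 were lower and 1 higher after mating with intact males, and 8 were lower and 0 higher after mating with vasectomized males, also when adjusted over the list alone. The 8 became 4 without vasectomized array 1 or 2, without variance moderation, when only the 2 groups compared were fitted and with controls 3 and 4 only, and 5 with replicate numbers as a block. The calls lost without these arrays or variance moderation included those of Dbp, Nr1d2, Per2 and Per3 (limma adjusted p = 0.0529 to 0.111 without variance moderation). With controls 3 and 4 only, 0 clock genes were higher after mating with intact males. At the preset correlation the list was called in both groups (camera adjusted p = 7.80e-06 and 0.000238, adjusted p = 0.253 and 0.333 with an estimated correlation). Bhlhe41, a transcriptional repressor of the clock, fell by 1.41 and 0.94 on the log2 scale (SE 0.14 each) and Wee1, a clock-controlled kinase that delays mitosis, by 1.21 and 1.06 (SE 0.16 each). Controls and mated females were collected at different hours, as stated above, and so at different stages of the cycle. The design cannot tell these from mating for any gene compared with controls, Greb1, Pgr and Hsd11b2 among them. In both mated groups 124 genes were lower, and 28 to 94 when each comparison had its own 2 controls. This count was 247 without control array 1, 75 without vasectomized array 2, and 70 without variance moderation or when only the 2 groups compared were fitted. Of 347 genes lower after mating with intact males only, 336 had a negative log2 fold-change after mating with vasectomized males and 31 were lower in the direct comparison of mated groups. The call of Mad2l1 after mating with vasectomized males was lost without control array 4, vasectomized array 2 or vasectomized array 4 (limma adjusted p = 0.0549 to 0.0565), and without variance moderation (adjusted p = 0.0599). Without genes the paper calls the clock list was called in neither group (camera adjusted p = 0.704 and 0.258). The paper called them on these same arrays, so their removal takes out members that changed, and this loss decides nothing.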

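Directly compared, 132 genes were higher and 62 lower after mating with intact males than after mating with vasectomized males. The largest increases included Cxcr2, the receptor of neutrophil-attracting chemokines, which was 3.79-fold higher (limma adjusted p = 0.00568), and Chil1, a secreted chitinase-like protein, 3.64-fold higher (limma adjusted p = 0.0112). Slfn4, a myeloid gene induced by interferon, was 3.41-fold higher (limma adjusted p = 0.00568), and Cyp51, an enzyme of cholesterol synthesis, 2.86-fold higher (limma adjusted p = 0.00914). Sult1d1, a sulfotransferase, was 2.45-fold lower (limma adjusted p = 0.0107), and Akr1c19, an aldo-keto reductase, 2.12-fold lower (limma adjusted p = 0.00755). Pdk4, a kinase that restrains pyruvate oxidation, was 2.01-fold lower (limma adjusted p = 0.010). Of the 132 higher genes, 114 were also higher than in controls after mating with intact males, 35 of them after both matings, and 17 were called against controls in neither mated group. Of the 62 lower genes, 39 were lower than in controls after mating with intact males, 8 of them after both matings, 9 were higher than in controls after mating with vasectomized males and 14 were called in neither. The number of higher genes was 62 without intact array 2, 69 without intact array 4, 86 without vasectomized array 1, 81 without vasectomized array 3 and 71 without variance moderation. The number of lower genes was 32 without intact array 2, 27 without intact array 4, 40 without vasectomized array 3, 33 without vasectomized array 4 and 32 without variance moderation. Counting also the transcript clusters with no symbol, an alternative chosen after seeing the data, 140 were higher and 143 lower, and 81 of the latter had no symbol.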

Direct comparison of endometrial gene expression data from intact- and vasectomized-mated groups showed a total of 110 differentially regulated genes, including 78 induced genes and 32 suppressed genes (Supplementary Data 4). 

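Most genes of cholesterol synthesis were higher after mating with intact than with vasectomized males. Of 18 measured, 14 were higher, 0 lower and 4 not called (14 when adjusted over the list alone). The count was 5 without intact array 2 or 4, 7 without vasectomized array 3 or 4 or variance moderation, and 8 with replicate numbers as a block. Their median log2 fold-change was 1.03 (camera adjusted p = 2.27e-18, adjusted p = 0.158 with an estimated correlation). Lss, which closes the sterol ring, was higher by a log2 fold-change of 1.46 (SE 0.23, limma adjusted p = 0.0112), and Hsd17b7 and Mvd, of the same pathway, by 1.29 and 1.17 (limma adjusted p = 0.0119 and 0.00996). Relative to controls 9 of these genes were higher and 0 lower after mating with intact males, with a median of 0.65 (10 higher when adjusted over the list alone). In a split chosen after seeing the data the 9 were 14 with controls 1 and 2 only and 3 with controls 3 and 4 only. After mating with vasectomized males 0 were called in limma (unadjusted p under 0.05 for 7) and the median was -0.33, or -0.17 without control array 4. The camera adjusted p was 3.91e-06 and 0.000789 (adjusted p = 0.475 and 0.656 with an estimated correlation). The latter list call was lost without control array 4 (limma camera adjusted p = 0.0515), under fry (adjusted p = 0.234) and with controls 1 and 2 only (adjusted p = 0.400).
Of 19 other targets of SREBP, the transcription factor of lipid synthesis, 5 were higher and 0 lower (7 when adjusted over the list alone). They were Tmem97, Lpin1, Elovl6 and, named after their values were seen, Srebf2 and Acaca (list camera adjusted p = 6.18e-09, adjusted p = 0.187 with an estimated correlation). Mice have no gene for IL8, whose part is taken by other ligands of CXCR2. Of 9 CXCR2 ligands and receptors 4 were higher and 0 lower (6 when adjusted over the list alone), with a median of 0.85 (camera adjusted p = 4.44e-07, adjusted p = 0.0832 with an estimated correlation). Ligands of this list are also genes of Table 1, which the study chose on these samples, so the list is not separate evidence. Without genes the paper calls, 6 members were left and the list stayed called (median 0.44, camera adjusted p = 0.00890). That removal left 14 of the 18 upregulated genes of Table 1 in place. Among 36 NF-κB targets 7 were higher and 0 lower (11 when adjusted over the list alone, median 0.42, camera adjusted p = 5.05e-11, adjusted p = 0.176 with an estimated correlation). Of 32 IL6 and STAT3 targets 2 were higher, also when adjusted over the list alone, and the list median was 0.16 (camera adjusted p = 0.0177, adjusted p = 0.333 with an estimated correlation). Of 30 targets of PPAR and LXR, nuclear receptors of lipid metabolism, 3 were lower and 0 higher, also when adjusted over the list alone, Pdk4 among them. This list was not called (median -0.06, limma camera adjusted p = 0.0528). The 7 NF-κB targets became 4 without intact array 2 or 4, vasectomized array 2 or variance moderation. The 2 IL6 targets became 0 without intact array 2 or variance moderation, and 1 without intact array 4 or vasectomized array 2 or 4. The 3 lower PPAR and LXR targets became 1 without intact array 2, vasectomized array 1, vasectomized array 4 or variance moderation. The 5 SREBP targets became 1 without intact array 2 or 4, vasectomized array 3 or 4 or variance moderation, 2 without vasectomized array 1, 3 without intact array 1 or 3, and 8 with array weights. The IL6 list was not called under quantile normalization (limma camera adjusted p = 0.0506), without vasectomized array 2 (adjusted p = 0.0821) or without vasectomized array 4 (adjusted p = 0.0606). The calls of Tmem97 and Elovl6 were lost without variance moderation (limma adjusted p = 0.0612 and 0.0826), without intact array 2 or 4 or vasectomized array 3 or 4 (up to 0.0685 and 0.101), and that of Elovl6 also without intact array 1 or 3 or vasectomized array 1.

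**Figure D2:**
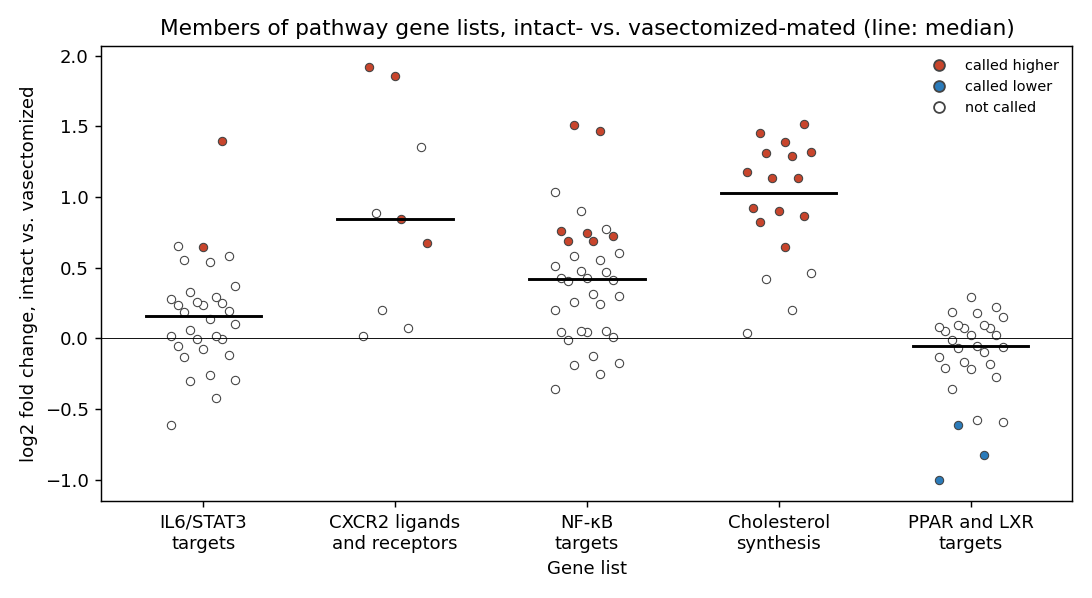
Log2 fold-change between intact- and vasectomized-mated females (vertical axis, means of 4 arrays per group) of each measured member of 5 gene lists (horizontal axis). Filled points are called higher (red) or lower (blue), open points are not called, and lines mark list medians of 0.16, 0.85, 0.42, 1.03 and -0.06 from left to right.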

Notably IL6, IL8, and NF-κB signaling were amongst the pathways more strongly activated by intact compared to vasectomized males (Fig. 1C).

### Endometrial cytokine genes are differentially regulated by vasectomized versus intact males

Several pro-inflammatory cytokines and chemokines were amongst the differentially regulated genes (18 upregulated, 1 down-regulated, fold-change >1.4-fold) in endometrium of intact-mated vs. vasectomized-mated females (Table 1). 

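All 18 genes that Table 1 lists as upregulated were higher after mating with intact males than in controls, and 9 of them were also higher after mating with vasectomized males. The 18 became 16 without variance moderation, where Ccl3 and Ppbp were not called (limma adjusted p = 0.0712 and 0.0539), and 17, without Ccl3, when control array 1, 3 or 4 or intact array 1 was left out. The 9 became 5 without vasectomized array 4, without variance moderation and when only the 2 groups compared were fitted, and 6 without control array 3 or 4, vasectomized array 1 or 3, or with replicate numbers as a block. Cxcl10, Cxcl16, Tnf and Ptgs2 were not called without vasectomized array 4 and without variance moderation (limma adjusted p = 0.119, 0.0668, 0.108 and 0.0549 in the latter). In the direct comparison 8 were higher in intact- than in vasectomized-mated females. These 8 were Cxcl5, Cxcl1 and Cxcl3, which attract neutrophils, the growth factor of granulocytes Csf3, and the interleukins Il1b, Il6, Il17c and Il23a. Cxcl5 was higher by a log2 fold-change of 1.86 (SE 0.30, limma adjusted p = 0.0118), Il1b by 1.64 (SE 0.28, limma adjusted p = 0.013), Cxcl1 by 0.85 (SE 0.11, limma adjusted p = 0.00568), Csf3 by 0.84 (SE 0.12, limma adjusted p = 0.00838), and Il6 by 0.63 (SE 0.13, limma adjusted p = 0.0281). The other 10 were not called between the mated groups. Cxcl2 had a log2 fold-change of 1.36 (SE 0.36, limma adjusted p = 0.07), Ccl3 of 1.11 (SE 0.37, limma adjusted p = 0.149), Tnf of 1.02 (SE 0.27, limma adjusted p = 0.0668), and Lif, a cytokine needed for implantation, of 0.68 (SE 0.16, limma adjusted p = 0.0532). Ccl28, Csf1, Cxcl10, Cxcl16, Ppbp and Ptgs2 had 0.47 to 0.90. By size alone, 17 were at least 1.4-fold higher, and Ccl28 was 1.38-fold higher. Adjusted over the list alone 16 were called, but the study chose this list on these samples, so the count is not independent evidence. The same holds for the list test (median 0.84, camera adjusted p = 1.76e-16, adjusted p = 0.0832 with an estimated correlation). The calls of Il6, Il17c and Il23a were lost without intact array 2 or 4 or vasectomized array 1, 2 or 3 (limma adjusted p up to 0.0833, 0.0668 and 0.0902), that of Il6 also without intact array 1, that of Il23a also without intact array 3, and that of Cxcl3 without intact array 2 or 4 or vasectomized array 1 or 3 (up to 0.0595). Of the 18, 4 were called without intact array 2, intact array 4, vasectomized array 1 or vasectomized array 3, 5 without vasectomized array 2, 5 without variance moderation and 13 with array weights or when only the mated groups were fitted.

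**Figure D3:**
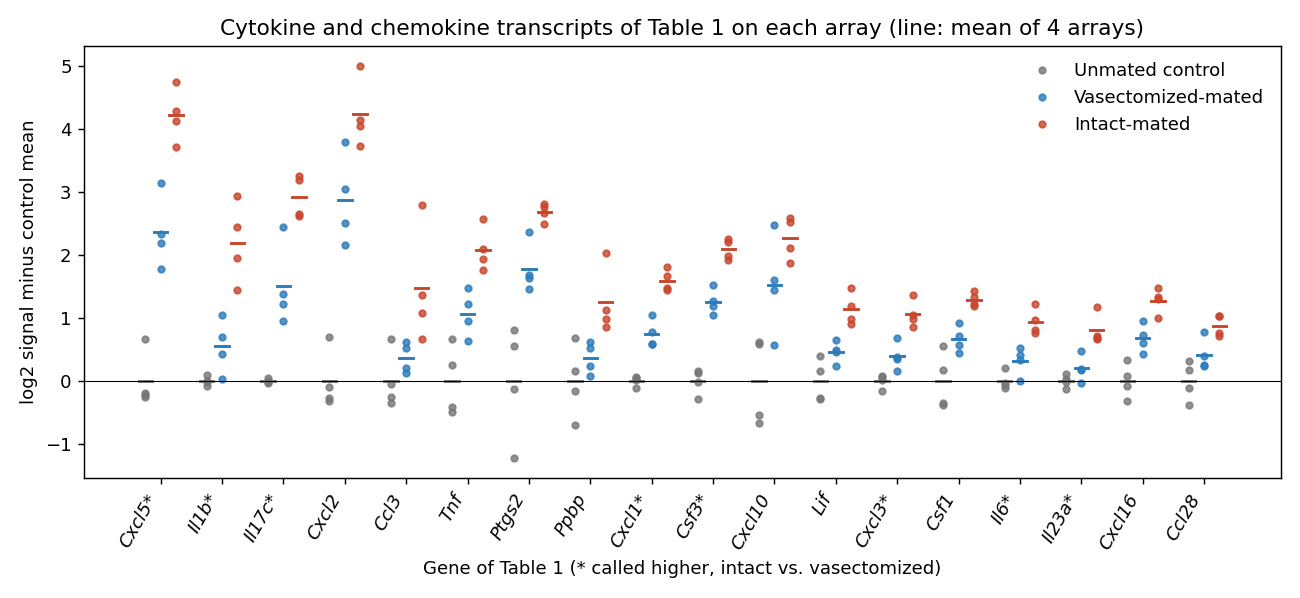
Log2 signal on each array minus the mean of the 4 control arrays (vertical axis) for the 18 upregulated genes of Table 1 (horizontal axis), in unmated controls (gray), vasectomized-mated (blue) and intact-mated females (red), with lines at group means. Asterisks mark the 8 genes called higher in intact- than in vasectomized-mated females, with Cxcl5 at a log2 fold-change of 1.86 at the left and Ccl28 at 0.47 at the right.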

To validate the microarray data, 13 of these 19 genes were quantified by qPCR. Consistent with the microarray data, *Il6*, *Cxcl2*, *Csf3,* and *Cxcl1* (Fig. 2A-D), as well as *Ccl3, Ccl21a, Cxcl5, Cxcl7, Cxcl10, Il1b, Lif*, and *Tnf* (Supplementary Fig. 1) were all regulated differentially by mating with intact compared to vasectomized males. Amongst these, *Il6* (Fig. 2A), *Cxcl7, Il1b*, and *Lif* (Supplementary Fig. 1) were induced by mating with intact, but not vasectomized males. *Cxcl2, Csf3*, *Cxcl1* (Fig. 2B-D), *Ccl3*, *Cxcl5*, *Cxcl10*, and *Tnf* (Supplementary Fig. 1) were induced by mating in both groups, but to a higher degree in the intact group. Two genes, *Csf1* and *Il1a* (Supplementary Fig. 1), were induced to a similar degree in intact- and vasectomized-mated females. Both microarray and qPCR data showed *Ccl21a* was inhibited by mating with intact males, but unchanged after mating with vasectomized males (Supplementary Fig. 1, Supplementary Data 1 and 2).

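The transcript clusters of CCL21, a chemokine that guides dendritic cells and T cells into lymphatic vessels, were lower after mating with intact males and near their control level after mating with vasectomized males. The mean log2 value was 9.49 ± 0.44 (SD, n = 4) in controls, 7.90 ± 0.25 (SD, n = 4) after mating with intact males and 9.39 ± 0.25 (SD, n = 4) after mating with vasectomized males. This was 3.01-fold lower than control after mating with intact males (limma adjusted p = 0.000319) and 2.82-fold lower than after mating with vasectomized males (limma adjusted p = 0.00568). Between vasectomized-mated females and controls the log2 fold-change was -0.09 (limma adjusted p = 0.854). Ccl21a was measured in 4 clusters annotated to several near-identical copies of the gene, and the 4 clusters had the same group means to 2 decimals, so which copy gave the signal is uncertain. Of 8 markers of lymphatic vessels, which express CCL21, 0 were called in any comparison in limma (unadjusted p under 0.05 for 4, 1 and 2 in the intact-control, vasectomized-control and intact-vasectomized comparisons). Lyve1, a hyaluronan receptor of lymphatic vessels, had a log2 fold-change of -0.24 between intact- and vasectomized-mated females (SE 0.10, limma adjusted p = 0.226), and Mmrn1, an extracellular matrix protein, of -0.49 (SE 0.14, limma adjusted p = 0.0908).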

**Table 1:** Cytokine and chemokine genes differentially expressed (>1.4-fold fold change) in endometrial tissue of intact (int) compared to vasectomized (vas) mated females, as identified by microarray.

		int vs. vas		int vs. con		vas vs. con	
Gene Symbol	RefSeq	FC	FDR	FC	FDR	FC	FDR
*Ccl3	NM_011337	2.43	2.70E-01	3.11	7.67E-02	1.28	7.91E-01
*Ccl21a	NM_011124	−3.49	2.74E-02	−3.80	2.23E-03	−1.09	8.70E-01
*Ccl28*	NM_020279	1.43	2.26E-01	1.92	1.37E-02	1.34	2.85E-01
*Csf1	NM_007778	1.66	1.67E-01	2.74	4.59E-03	1.65	1.39E-01
*Csf3	NM_009971	2.08	3.26E-02	6.20	8.62E-05	2.98	3.70E-03
*Cxcl1	NM_008176	1.98	3.26E-02	3.38	3.14E-04	1.71	3.45E-02
*Cxcl2	NM_009140	2.77	1.32E-01	23.58	3.39E-04	8.50	8.19E-03
*Cxcl3*	NM_203320	1.56	7.10E-02	1.97	3.20E-03	1.26	2.65E-01
*Cxcl5	NM_009141	4.20	4.24E-02	23.59	2.23E-04	5.62	1.26E-02
*Cxcl7	NM_023785	2.06	2.40E-01	2.69	4.87E-02	1.30	6.88E-01
*Cxcl10	NM_021274	1.80	5.17E-01	6.36	1.54E-02	3.53	1.18E-01
*Cxcl16*	NM_023158	1.57	1.00E-01	2.51	1.46E-03	1.60	6.46E-02
*Il1b	NM_008361	3.81	4.50E-02	5.54	3.03E-03	1.46	4.96E-01
*Il6	NM_031168	1.46	4.02E-02	1.70	1.57E-03	1.16	2.97E-01
*Il17c*	NM_145834	3.47	7.35E-02	12.53	8.18E-04	3.61	4.34E-02
*Il23a*	NM_031252	1.66	6.41E-02	1.81	8.83E-03	1.09	7.52E-01
*Lif	NM_008501	2.60	5.08E-03	1.44	2.61E-01	1.80	1.08E-01
*Ptgs2*	NM_011198	1.91	3.72E-01	7.03	5.06E-03	3.68	6.15E-02
*Tnf	NM_013693	2.31	1.18E-01	5.31	2.23E-03	2.30	9.14E-02

Comparisons are; genes differentially regulated between females mated with intact and vasectomized males (int vs.vas); between females mated with intact males and virgin estrus control (con) females (int vs. con), and between females mated with vasectomized males and control females (vas vs. con). FC = fold-change; FDR = false discovery rate *P* value. *Confirmatory qPCR analysis was undertaken on several genes (Fig. 1 and Supplementary Fig. S1).

**Fig. 2:**
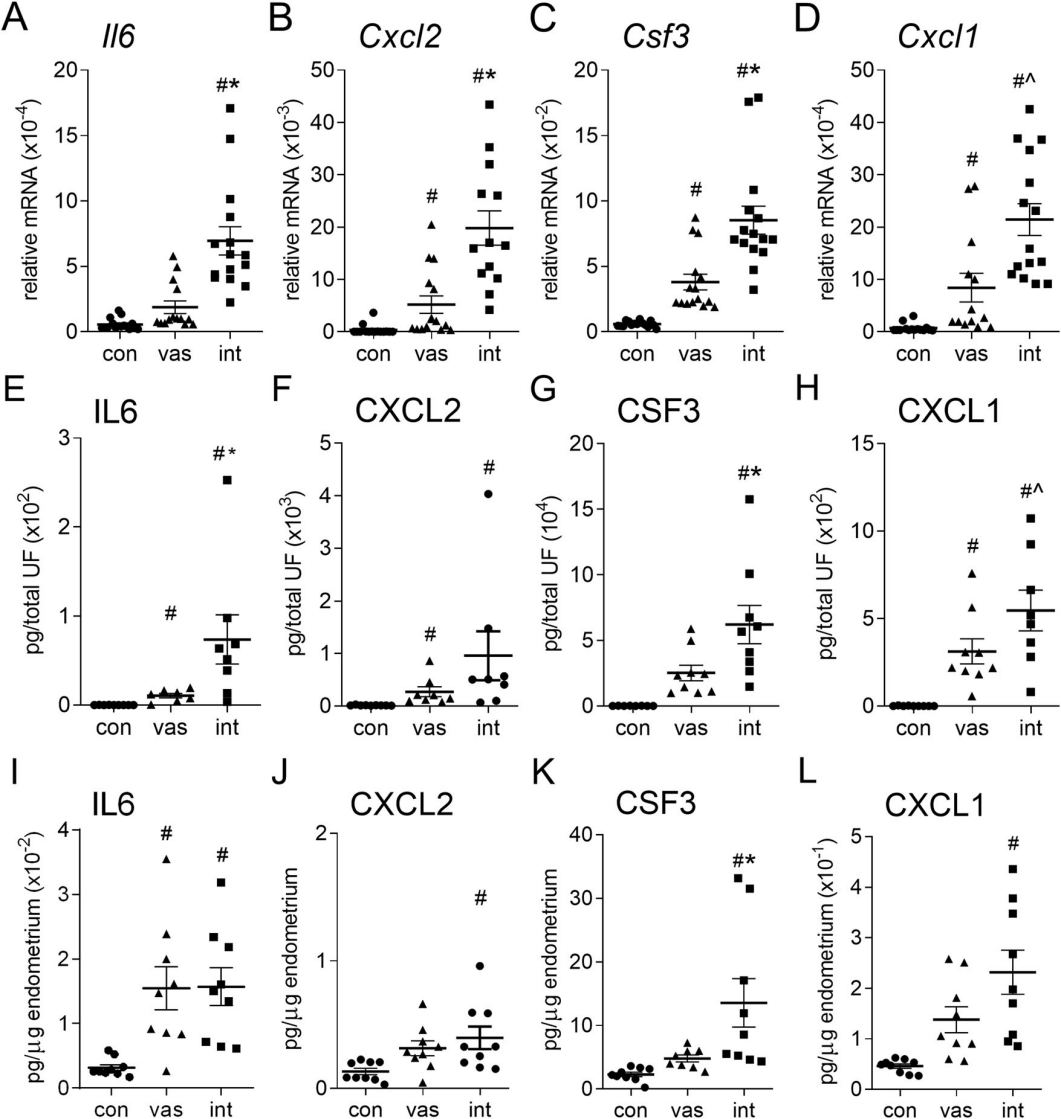
Cytokine synthesis in the uterus after mating with intact males compared to vasectomized males. The endometrial layer of the uterus and uterine luminal fluid was collected from females in estrus (unmated control, con), or 8 h after mating with either intact (int) or vasectomized (vas) males. RNA was extracted, transcribed into cDNA, and expression of *Il6* (**A**), *Cxcl2* (**B**), *Csf3* (**C**), and *Cxcl1* (**D**) were quantified by qPCR (*n* = 13–16/group). IL6 (**E**, **I**), CXCL2 (**F**, **J**), CSF3 (**G**, **K**), and CXCL1 (**H**, **L**) protein were quantified by multiplex microbead assay in uterine luminal fluid (**E**–**H**) and endometrial tissue (**I**–**L**) (*n* = 8–9/group). Symbols depict data from individual mice and mean ± SEM values are shown. Data were analyzed by one-way ANOVA with post-hoc Sidak t-test, or non-parametric Kruskal Wallis test with post-hoc Dunn’s multiple comparisons test. ^#^*P* < 0.05 compared to unmated estrus control group, *P < 0.05 compared to vasectomized-mated group.

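On the arrays the chemokine genes Ccl2, Ccl20 and Ccl22 and the cytokine gene Csf2 rose after mating with intact males and were not called in any other comparison. Relative to controls Ccl20, which attracts immature dendritic cells and T helper 17 cells, rose by a log2 fold-change of 0.84 after mating with intact males (SE 0.14, limma adjusted p = 0.00195), and Csf2, which encodes GM-CSF, rose by 0.69 (SE 0.11, limma adjusted p = 0.00193). Ccl2, which attracts monocytes, rose by 1.51 (SE 0.37, limma adjusted p = 0.021), and Ccl22, which attracts regulatory T cells, by 0.66 (SE 0.13, limma adjusted p = 0.00536). After mating with vasectomized males the log2 fold-changes were 0.38 for Ccl20, 0.37 for Csf2, 1.25 for Ccl2 and 0.27 for Ccl22 (limma adjusted p = 0.156, 0.0921, 0.085 and 0.268). Between intact- and vasectomized-mated females they were 0.46 for Ccl20 (SE 0.14, limma adjusted p = 0.106), 0.32 for Csf2 (SE 0.11, limma adjusted p = 0.172), 0.26 for Ccl2 (SE 0.37, limma adjusted p = 0.773) and 0.39 for Ccl22 (SE 0.13, limma adjusted p = 0.134). The call of Ccl2 was lost without control array 4, intact array 3 or intact array 4 (limma adjusted p = 0.0574 to 0.0637), without variance moderation (adjusted p = 0.0618) and with controls 1 and 2 only, a split chosen after seeing the data (adjusted p = 0.122). That of Ccl22 was lost without intact array 4, where its log2 fold-change was 0.56.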

Additional genes not impacted by male status in the microarray data, but previously shown to be regulated by seminal fluid^13,14^, were also assessed. *Ccl2*, *Ccl20*, *Ccl22*, and *Csf2* were all induced to a greater extent in the intact-mated compared to vasectomized-mated group (Supplementary Fig. 1).

Analysis by t-distributed stochastic neighbor embedding (tSNE) (Supplementary Fig. 1) showed the qPCR data clustered according to mating status, with distinct unmated, intact-mated and vasectomized-mated groups. The intact-mated group was shifted more distinctly and to a greater extent from the unmated group, than the vasectomized-mated group. Together these data indicate that mating with intact males elicits a greater change in endometrial cytokine gene expression and immune response gene pathways than does mating with vasectomized males, implying a role for sperm and/or epididymal factors.

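For the upregulated cytokine genes of Table 1, which the study chose on these samples, the median log2 fold-change from control was 1.54 after mating with intact males and 0.67 after mating with vasectomized males (camera adjusted p = 9.69e-21 and 1.04e-13, adjusted p = 0.0832 and 0.111 with an estimated correlation). No single transcript of those tested that ejaculate could carry into the tissue was called. Of 20 measured sperm transcripts 0 were called in any comparison in limma (unadjusted p under 0.05 for 4 between the mated groups). Their median between intact- and vasectomized-mated females was 0.11. As a list they were called upward there (camera adjusted p = 0.0171, fry adjusted p = 0.0241), but not with an estimated correlation (adjusted p = 0.333). Smcp, of the sperm mitochondrial capsule, had the highest log2 fold-change of these at 0.27 (SE 0.09, limma adjusted p = 0.126). Of the 20 sperm transcripts 19 had a mean signal under 7.28, the limit for dim clusters, so a missing call cannot show absence. Of 16 accessory gland transcripts 0 were called in limma (unadjusted p under 0.05 for 3, 1 and 2), with medians of -0.00, -0.04 and 0.06 in the intact-control, vasectomized-control and intact-vasectomized comparisons. In these Svs2, a seminal vesicle protein of the copulatory plug, had log2 fold-changes of -0.15, -0.10 and -0.05. Of markers of the tissue's main cells, 0 of 22 epithelial, 0 of 18 stromal and 0 of 18 smooth muscle markers were called between intact- and vasectomized-mated females in limma (unadjusted p under 0.05 for 8, 1 and 1). Their medians were 0.04, -0.17 and -0.13 (camera adjusted p = 0.835, 0.0241 and 0.217, and adjusted p = 0.786 for stromal markers with an estimated correlation). The stromal list was not called without intact array 1 (limma camera adjusted p = 0.367), vasectomized array 1 (adjusted p = 0.308), dim transcript clusters (adjusted p = 0.164) or variance moderation (adjusted p = 0.0996), nor under fry (adjusted p = 0.603). From its array and qPCR data together, the paper proposes that intact males change cytokine and immune pathway genes more than vasectomized males do, and that this implies a role for sperm, epididymal factors or both.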

### Endometrial cytokine proteins are differentially regulated by vasectomized versus intact males

To investigate the impact of seminal fluid composition on endometrial cytokines and chemokines, proteins were quantified by multiplex bead analysis in fluid from the uterine lumen collected 8 h after mating with intact or vasectomized males, or from unmated estrus controls. IL6, CXCL1 (Fig. 2E, H), CCL2, CSF1, and CXCL10 (Supplementary Fig. 2) were increased after mating, and were more highly induced by intact compared to vasectomized males. CSF3 was significantly induced in the intact but not vasectomized group (Fig. 2G). In contrast, CXCL2 (Fig. 2F), CSF2, CXCL5, CXCL7, IL1B, LIF, and TNF (Supplementary Fig. 2) were induced to equivalent levels in both mating groups. Similar data were seen in solubilized endometrial tissue, with elevated abundance of CSF3 (Fig. 2K), CCL2, and CXCL10 (Supplementary Fig. 3) at 8 h after mating with intact males, compared to vasectomized males, and induction of CXCL1, CXCL2 (Fig. 2J, L), and LIF (Supplementary Fig. 3) after mating with intact, but not vasectomized males, but similar abundance of IL6 in both mated groups (Fig. 2I). tSNE analysis of the luminal fluid data showed clusters in the uterine cytokine profile associated with mating group (Supplementary Fig. 2). These data provide evidence of differential induction of endometrial cytokines attributable to sperm and/or epididymal factors.

### Vasectomy modulates seminal fluid-induced uterine neutrophil influx after mating

Amongst the endometrial cytokines differentially induced by intact compared to vasectomized males, several are associated with neutrophil recruitment and function (Supplementary Fig. 4). 

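Some markers of neutrophils and some epithelial genes of the response to interleukin-17 were higher after mating with intact males than after mating with vasectomized males, while most neutrophil markers were not called. Of 34 measured neutrophil markers, 7 were higher, 0 lower and 27 not called between intact- and vasectomized-mated females (8 higher when adjusted over the list alone). The 7 became 4 without intact array 4, vasectomized array 3 or variance moderation, and 1 without dim transcript clusters. Cxcr2 was higher by a log2 fold-change of 1.92 (SE 0.26) and Slfn4 by 1.77 (SE 0.22), both with limma adjusted p = 0.00568. S100a9, a calcium-binding protein abundant in neutrophils, was higher by 1.17 (SE 0.23, limma adjusted p = 0.0235) and Csf3r, the receptor of G-CSF, by 1.08 (SE 0.21, limma adjusted p = 0.0236). The list median was 0.13, with camera adjusted p = 2.36e-05 (adjusted p = 0.212 with an estimated correlation). Relative to controls 11 were higher and 1 lower after mating with intact males, and 0 were higher and 1 lower after mating with vasectomized males. Adjusted over the list alone these counts were the same (limma camera adjusted p = 8.56e-05 and 0.388, adjusted p = 0.253 with an estimated correlation for the former). Without dim transcript clusters 2 were higher after mating with intact males. The lower gene was Padi4, which citrullinates histones, at -1.05 and -0.73 (SE 0.11 each, limma adjusted p = 8.36e-05 and 0.00366). Ly6g, the gene of the antigen stained in tissue by the study, had log2 fold-changes of -0.44, -0.17 and -0.27 in the intact-control, vasectomized-control and intact-vasectomized comparisons (SE 0.25 each, limma adjusted p = 0.33, 0.771 and 0.633). Its log2 value was already 9.32 to 10.67 in controls, against 9.54 to 9.63 after mating with intact males. That of Cxcr2 was 4.89 to 5.16 in controls. Whether the Ly6g cluster reports neutrophil RNA was not tested, so its values decide nothing about the neutrophils stained by the study.
Of 20 genes of the epithelial response to interleukin-17, which calls in neutrophils, 7 were higher and 0 lower between the mated groups (9 higher when adjusted over the list alone, median 0.56, camera adjusted p = 3.25e-10, adjusted p = 0.0832 with an estimated correlation). The 7 became 4 without intact array 4, vasectomized array 1 or 3, or variance moderation. This list also holds genes of Table 1, so it is not separate evidence from that table. Without genes the paper calls, 16 members were left and it stayed called (median 0.48, camera adjusted p = 1.81e-05). Between the mated groups the neutrophil list was not called without dim transcript clusters (limma camera adjusted p = 0.605 here and 0.646 between intact-mated females and controls). Nor was it called between the mated groups when genes of Supplementary Data 1, 2 and 4 were left out (limma camera adjusted p = 0.0774). Those genes were called on these same arrays, so their removal favours a lost call. The removal applied to the other lists, of genes the paper calls, left 30 markers between the mated groups. The neutrophil list then stayed called (limma camera adjusted p = 0.0105). Between intact-mated females and controls that removal left 25 markers, and the list also stayed called (limma camera adjusted p = 0.0462). The call of S100a9 was lost without intact array 4 or vasectomized array 1, 3 or 4 (limma adjusted p = 0.0585 to 0.0766), and that of Csf3r without intact array 2 or 4 or vasectomized array 2, 3 or 4 (limma adjusted p = 0.0518 to 0.0777), and both without variance moderation (adjusted p = 0.0658 and 0.0654).

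**Figure D4:**
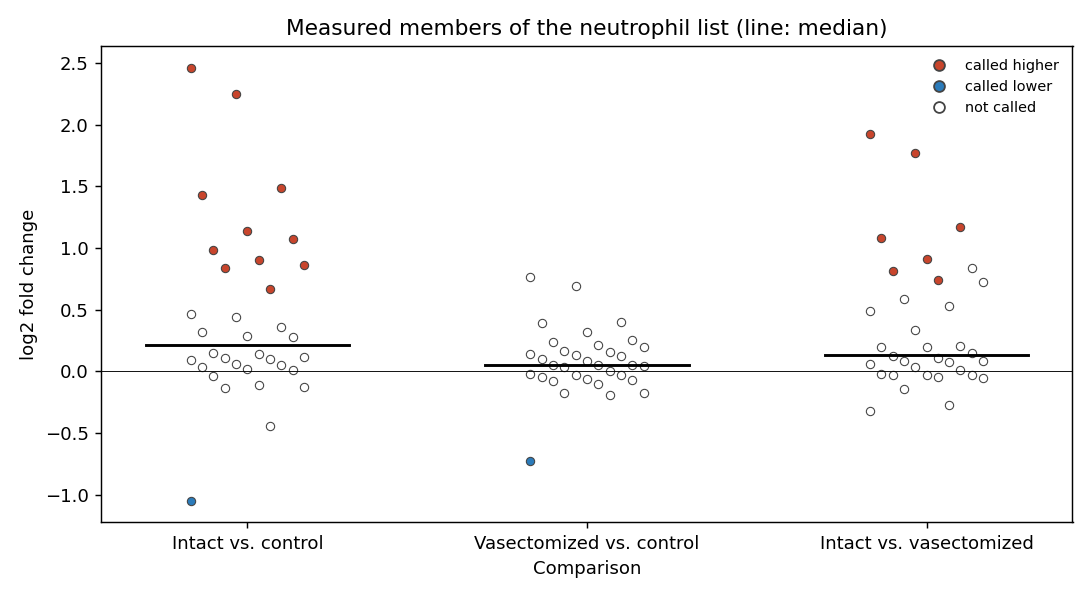
Log2 fold-change (vertical axis, means of 4 arrays per group) of the 34 measured neutrophil markers in each comparison (horizontal axis). Filled points are called higher (red) or lower (blue), open points are not called, and lines mark medians of 0.21, 0.05 and 0.13 from left to right.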

To assess neutrophils, uterine tissue was collected from females mated with vasectomized or intact males and neutrophils were detected by immunostaining for the neutrophil marker Ly6G^29^. Neutrophil influx into the uterus was strongly evident at 8 h after mating with intact males (Fig. 3A), when Ly6G^+^ cells with a granulocytic appearance accumulated in both the myometrium and particularly the endometrium of most females. In contrast, uterine neutrophils were substantially fewer after mating with vasectomized males, and were notably deficient in the endometrial stroma immediately subjacent to the luminal and glandular epithelium (Fig. 3B, D). Ly6G^+^ neutrophils were 12-fold more abundant in the endometrium of intact-mated females than vasectomized-mated females (Fig. 3B, D) (*P* < 0.05). Large numbers of Ly6G^+^ neutrophils and extensive complexes of sperm engulfed in Ly6G^+^ neutrophil extracellular traps (NETs) were also abundant in the luminal cavity as detected by staining with NET markers DAPI and Ly6G^30^ (Fig. 3E, F). Neither neutrophils nor NETs were present in the luminal fluid of estrus females or females mated with vasectomized males.

**Fig. 3:**
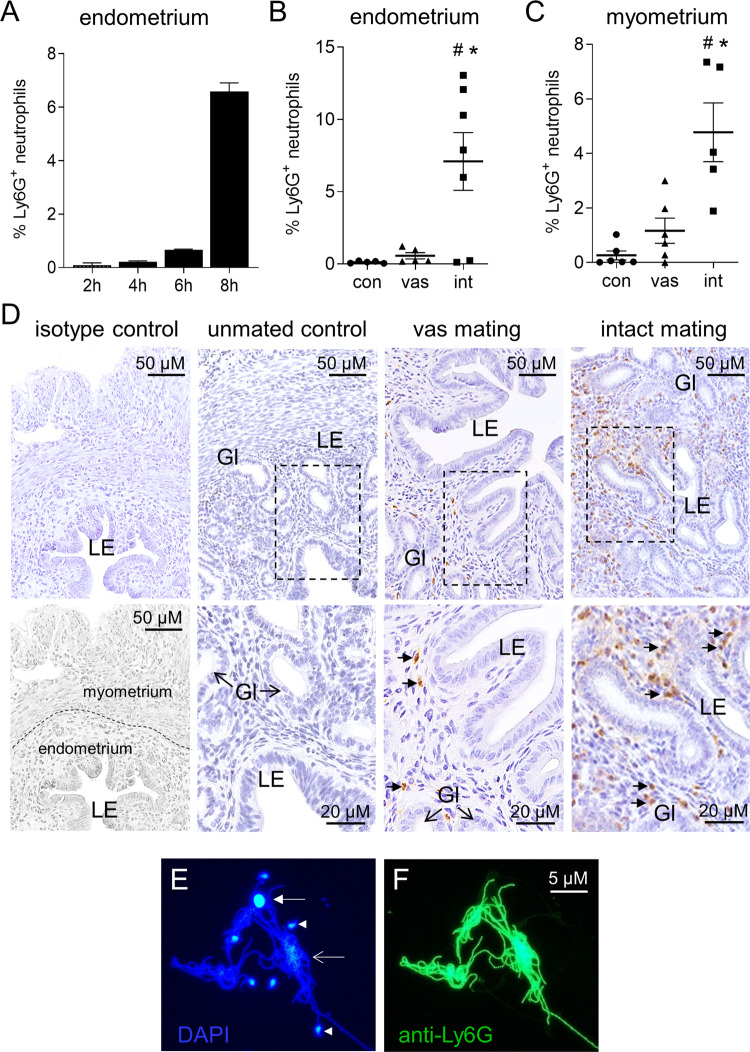
Neutrophil recruitment after mating with intact males compared to vasectomized males. To evaluate neutrophils, uterine tissue was collected from females in estrus (unmated control, con), or after mating with either intact (int) or vasectomized (vas) males, and Ly6G^+^ neutrophils were detected by immunohistology in the uterine endometrium, myometrium, and luminal fluid. Ly6G^+^ neutrophils in the endometrium at 2, 4, 6 and 8 h following mating with intact males (**A**), and in the endometrium (**B**) and myometrium (**C**) at 8 h after mating with intact or vasectomized males. Symbols depict data from individual mice (*n* = 5–7/group) and mean ± SEM values are shown. Data were analyzed by one-way ANOVA with post-hoc Sidak t-test. ^#^*P* < 0.05 compared to unmated estrus control group, *P < 0.05 compared to vasectomized-mated group. Representative images of Ly6G+ neutrophils (small arrows) in the endometrium of unmated control, vasectomized-mated (vas) and intact-mated (int) females, at high and low power (**D**). Isotype-matched negative control, with myometrium, endometrium, and luminal epithelium compartments, is also shown. LE = luminal epithelium; Gl = epithelial glands. Neutrophils and neutrophil extracellular traps were abundant in uterine luminal fluid from females mated with intact males by staining with DAPI (**E**) and Ly6G (**F**), but were not detected in luminal fluid of unmated control or vasectomized-mated females. Closed arrow = intact nuclei of a neutrophil; open arrow = apoptotic neutrophil; arrow head = sperm head.

### Vasectomy modulates seminal fluid-induced Treg cell induction after mating

A key consequence of mating is activation and expansion of Treg cells in lymph nodes draining the uterus to facilitate tolerance of embryo implantation^4^. To investigate the effect of seminal fluid composition on Treg generation, CD4^+^ T cells, CD4^+^FOXP3^+^ Treg cells, CD4^+^FOXP3^+^NRP1^+^ thymic Treg (tTreg) cells, and CD4^+^FOXP3^+^NRP1^−^ peripheral Treg (pTreg) cells were evaluated by flow cytometry (Supplementary Fig. 5) in uterine draining lymph nodes collected following mating with vasectomized or intact males, on day 3.5 post-coitum (pc) when peak T cell proliferation is observed^16^, and from estrus females. A comparable rise in the number of CD4^+^ T cells occurred after mating with vasectomized (1.7-fold, *P* = 0.054) and intact (2.0-fold, *P* < 0.01) males (Fig. 4A). While both mated groups showed an increase in pTreg, tTreg and total Treg cell numbers, intact-mated females had a 50% higher expansion of CD4^+^FOXP3^+^NRP1^−/lo^ pTreg cells compared to females mated with vasectomized males (Fig. 4B, *P* < 0.05), while comparable numbers of tTreg cells and total Treg cells (pTreg + tTreg cells) were induced (Fig. 4C, D). Analysis of activation marker CD25, proliferation marker Ki67, and suppressive competence marker CTLA4 in Treg cells, did not reveal substantial differences in the Treg phenotype attributable to male status, although CTLA4 was consistently upregulated relative to unmated control only by intact males, not vasectomized males (Supplementary Fig. 6).

**Fig. 4:**
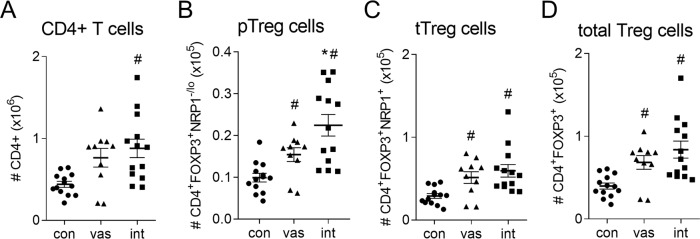
Treg cell generation after mating with intact males compared with vasectomized males. To evaluate Treg cells, uterus-draining para-aortic lymph nodes (PALN) were collected from female mice in estrus (unmated control, con), or on day 3.5 pc after mating with either intact (int) or vasectomized (vas) males. CD4^+^ T cells were analyzed by flow cytometry for CD4, FOXP3 and NRP1 expression, and the numbers of CD4^+^ T cells (**A**), CD4^+^FOXP3^+^NRP1^−/lo^ peripheral Treg cells (**B**), CD4^+^FOXP3^+^NRP1^+^ thymic Treg cells (**C**), and total CD4^+^FOXP3^+^ Treg cells (**D**) were quantified. Symbols depict data from individual mice (*n* = 10–13/group) and mean ± SEM values are shown. Data were analyzed by one-way ANOVA with post-hoc Sidak t-test, or non-parametric Kruskal Wallis test with post-hoc Dunn’s multiple comparisons test. ^#^*P* < 0.05 compared to unmated estrus control group, *P < 0.05 compared to vasectomized-mated group.

### Sperm elicits cytokine synthesis in mouse uterine epithelial cells

These data imply that sperm or soluble seminal fluid factors originating in the testes or epididymis contribute to eliciting the uterine immune response to seminal fluid. To specifically investigate the relative contribution of sperm, an in vitro model was utilized. Mouse uterine epithelial cells from estrous mice were cultured with epididymal sperm, seminal vesicle fluid as a comparison, or a combination of both, using an established methodology and time course^26^.

Incubation with sperm for 16 h elicited a consistent increase in IL6 (maximum 1.8-fold, Fig. 5A), CXCL2 (1.5-fold, Fig. 5D), and CSF3 (1.6-fold, Fig. 5G), but negligible effect on CXCL1 (Fig. 5J). Other cytokines induced in vivo, CSF2, TNF, LIF, and CCL2, were all inhibited by 16 h culture with sperm, in a dose-dependent manner (Supplementary Fig. 7). In contrast, 16 h culture with seminal vesicle fluid elicited increases only in IL6 (1.3-fold, Fig. 5B), CXCL1 (2.7-fold, Fig. 5K), and LIF (Supplementary Fig. 7). By 40 h after seminal vesicle fluid contact, all cytokines including CXCL2 (Fig. 5E), CSF3 (Fig. 5H), and CXCL1 (Fig. 5K), as well as CSF2, TNF, LIF and CCL2 (Supplementary Fig. 7), were induced, other than IL6, which was suppressed after longer culture (Fig. 5B).

**Fig. 5:**
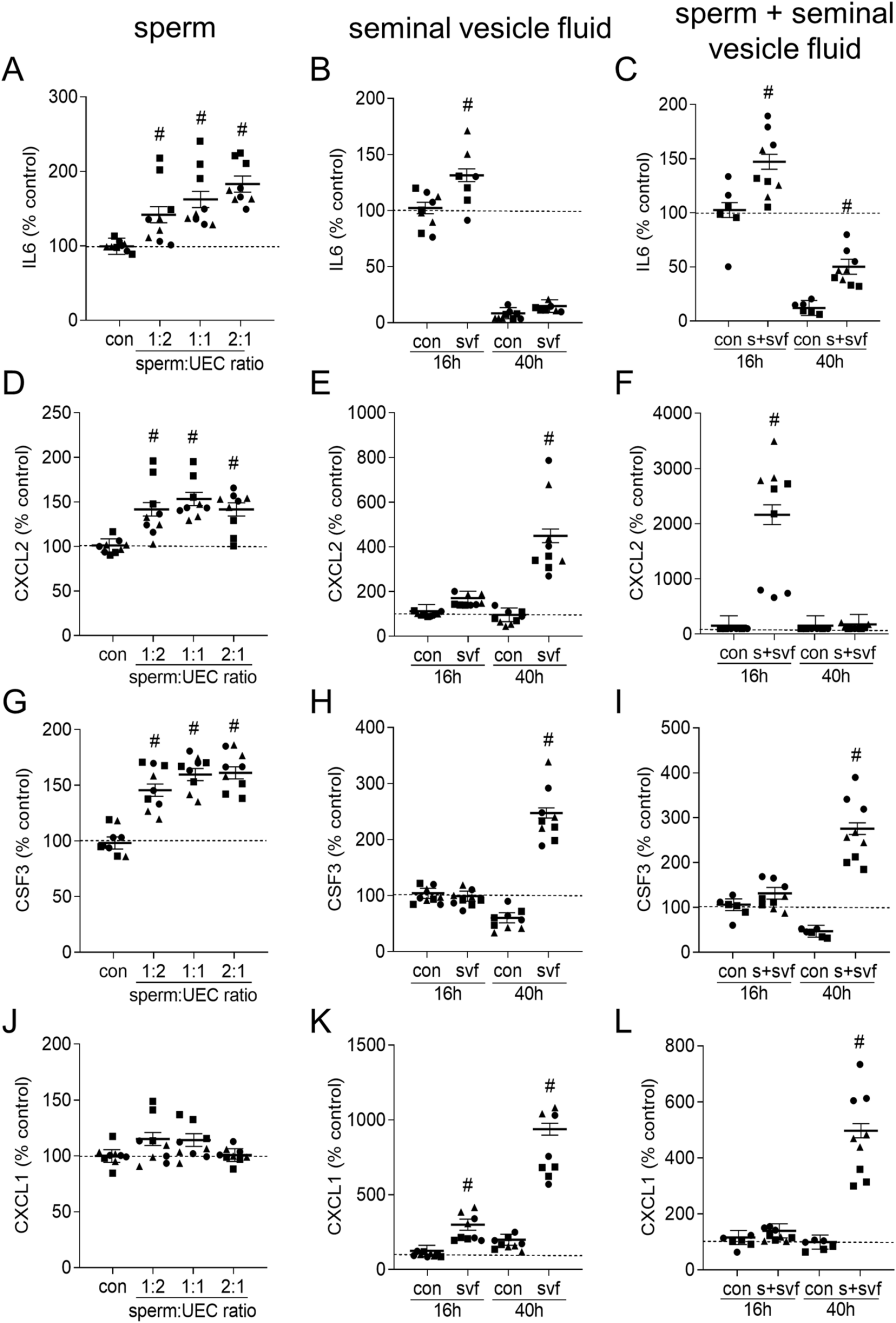
Sperm induction of cytokine release from uterine epithelial cells in vitro. Uterine epithelial cells (UEC) were isolated from estrus CBAF1 mice and incubated with control media alone (con), and sperm (1:2, 1:1, 2:1 sperm:UEC ratio) (**A**, **D**, **G**, **J**), seminal vesicle fluid (svf; 5% total culture volume) (**B**, **E**, **H**, **K**), or a combination of 2:1 sperm:UEC + 5% svf (**C**, **F**, **I**, **L**), for 16 h. Culture media was replaced and collected following an additional 24 h culture period, then IL6 (**A**–**C**), CXCL2 (**D**–**F**), CSF3 (**G**–**I**), and CXCL1 (**J**–**L**) were quantified by multiplex microbead assay in supernatants recovered at 16 h (**A**–**L**) and 40 h (**B**, **C**, **E**, **F**, **H**, **I**, **K**, **L**). Mean baseline cytokine concentration in control supernatants was 1.3 ng/10^5^ cells/24 h (IL6); 8.5 ng/10^5^ cells/24 h (CXCL2), 14 ng/10^5^ cells/24 h (CSF3), and 9 ng/10^5^ cells/24 h (CXCL1). Symbols depict data from 3 experiments (with 3 replicates/experiment), and estimated marginal mean ± SEM values are shown. Data was analyzed by mixed model ANOVA, with experiment as covariate. ^#^*P* < 0.05 compared to medium alone control group.

When sperm and seminal plasma were added together to uterine epithelial cells, an additive interaction between sperm and seminal plasma was seen for IL6 (Fig. 5C) and CSF3 (Fig. 5I) but not CXCL1 (Fig. 5L). Notably CXCL2 and CCL2 were substantially further elevated, by 21-fold (Fig. 5F) and 29-fold (Supplementary Fig. 7), indicating a synergistic interaction when both components were present.

### Identification of TLR4 as a key mediator of the female response to sperm exposure

Next, we used Ingenuity Pathway Analysis to identify the upstream signaling pathways involved in transmitting the differential effects of mating with intact versus vasectomized males. A total of 14 activated and 3 inhibited upstream regulators were identified, on the basis of a Z-score > 2 or Z-score < −2 (Supplementary Table 2). These upstream regulators were all more highly activated or inhibited following mating with intact males, compared to vasectomized males (Fig. 6A, Supplementary Data 5 and 6). Amongst the activated upstream regulators were factors previously associated with seminal plasma signaling, including TLR4/MYD88^13^, CD38^25^, and IFNG^26^. Of these molecules, both MYD88 and TLR4 were in the top 3 predicted activated upstream regulators (Fig. 6A) and were also identified as central network regulators involved in neutrophil recruitment (Supplementary Fig. 4), implicating TLR4 ligands carried by sperm as key mediators of seminal fluid signaling activity.

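The transcripts of 11 of the predicted regulators that the paper names were examined here, besides those of the TLR4 complex, and the remaining named regulators were not analysed here. Ifng, which encodes interferon-γ, had log2 fold-changes of 0.01 after mating with intact males (SE 0.08, limma adjusted p = 0.958) and 0.06 after mating with vasectomized males (SE 0.08, limma adjusted p = 0.73), and -0.05 between the mated groups. Rela, which encodes the p65 subunit of NF-κB, had 0.03, -0.02 and 0.05 in these 3 comparisons, and Scap, the sterol sensor that escorts SREBP, -0.01, -0.07 and 0.06. Ppara, a nuclear receptor of fatty acid oxidation, had -0.10, -0.03 and -0.06, and Il5 -0.09, -0.10 and 0.01. Il17ra, the receptor of interleukin-17, had -0.34, -0.15 and -0.19, Map3k8, a kinase downstream of Toll-like receptors, 0.36, 0.24 and 0.12, Tlr3 0.21, 0.13 and 0.07, and Krt17 -0.24, -0.26 and 0.01. Insig1, which retains SREBP in the endoplasmic reticulum and is itself an SREBP target, had 0.53, -0.08 and 0.61 (SE 0.16 each), with limma adjusted p = 0.075 between the mated groups. Ppif, which encodes mitochondrial cyclophilin D, was 0.53 after mating with intact males (SE 0.11, limma adjusted p = 0.00775), under the 1.5-fold threshold, and 0.38 between the mated groups (limma adjusted p = 0.0833). None of these 11 genes was called in any comparison in limma. The paper predicted regulators from changed genes downstream of them, so a regulator's own transcript does not measure its activity. The same holds for Tlr4 and Myd88 below. Ifng (5.85 to 6.20) and Il5 (5.21 to 5.58) also lay under 7.28, the limit for dim clusters, on all arrays, where a change can be compressed. Among 40 interferon-induced genes 1 was higher and 0 lower in intact- than in vasectomized-mated females (2 higher when adjusted over the list alone, median 0.24, camera adjusted p = 7.51e-09, adjusted p = 0.284 with an estimated correlation). It was Isg20, an exonuclease, at 0.64 (SE 0.13, limma adjusted p = 0.0293), a call that was lost without intact array 2 or 4 or without any single vasectomized array (limma adjusted p = 0.0633 to 0.0966), and without variance moderation (adjusted p = 0.0687).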

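Cd14, the coreceptor that hands bacterial lipopolysaccharide to TLR4, rose after both matings, while the receptor and its adaptor were not called. Cd14 rose by a log2 fold-change of 1.60 after mating with intact males (SE 0.11, limma adjusted p = 4.65e-06) and 1.18 after mating with vasectomized males (SE 0.11, limma adjusted p = 0.00028), and the mated groups differed by 0.42 (SE 0.11, limma adjusted p = 0.0649). Lbp, the secreted binding protein of lipopolysaccharide, rose by 0.66 after mating with intact males (SE 0.14, limma adjusted p = 0.00971) and had 0.41 after mating with vasectomized males (limma adjusted p = 0.131). Tlr4 had -0.25 and 0.20 relative to controls (SE 0.10 each, limma adjusted p = 0.14 and 0.289), and -0.45 between intact- and vasectomized-mated females (SE 0.10, limma adjusted p = 0.0339), under the 1.5-fold threshold. Myd88 had -0.03, 0.06 and -0.09 (SE 0.07 each, limma adjusted p = 0.858, 0.727 and 0.574). Of 19 measured genes of the TLR4 receptor complex and its adaptors, 2 were higher after mating with intact males, 1 after mating with vasectomized males and 0 between the mated groups, with 0 lower, also when adjusted over the list alone. Their medians were 0.03, 0.07 and -0.02 (camera adjusted p = 0.581, 0.0422 and 0.471, and adjusted p = 0.499 for the second with an estimated correlation). Of 9 other Toll-like receptors Tlr2 was higher after both matings, at 0.92 and 0.61 (SE 0.08 each), Tlr1 fell by 0.88 on the log2 scale after mating with intact males (SE 0.08), and 0 were called between the mated groups, also when adjusted over the list alone (limma camera adjusted p = 0.934, 0.982 and 0.835). The call of the TLR4 list after mating with vasectomized males was lost without control array 1 or 2 or vasectomized array 1, 3 or 4 (limma camera adjusted p = 0.0558, 0.113, 0.0626, 0.0933 and 0.0626), under quantile normalization (adjusted p = 0.0998) and without dim transcript clusters (adjusted p = 0.152). It was also lost with controls 3 and 4 only, a split chosen after seeing the data (limma camera adjusted p = 0.235). Without genes the paper calls the list was not called either (limma camera adjusted p = 0.235). The paper called them on these same arrays, so this last loss decides nothing. The call of Lbp was lost without control array 4, where its log2 fold-change was 0.51, and that of Tlr2 after mating with vasectomized males without control array 2 or 4 or vasectomized array 3 or 4, where it was 0.57 to 0.58. With controls 1 and 2 only, both calls were lost as well (log2 fold-change 0.41 for Lbp and 0.58 for Tlr2). That of Tlr2 was also lost under quantile normalization (0.57).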

**Fig. 6:**
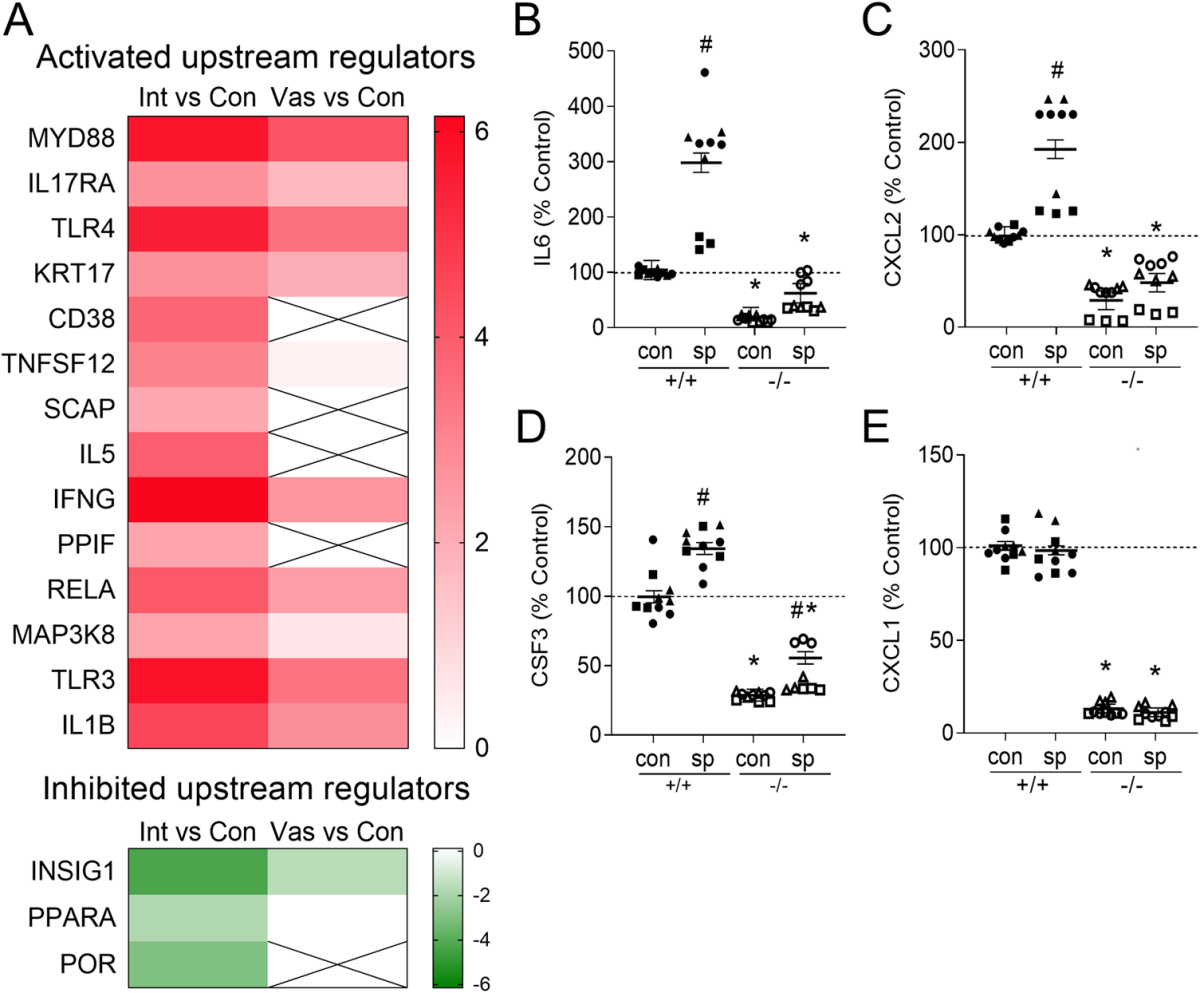
Sperm utilize TLR4 to regulate uterine gene expression and induce cytokine release. Ingenuity Pathway Analysis was used to predict significantly (*P* < 0.05) activated (Z-score > 2) or inhibited (Z-score < −2) upstream regulators of the differentially expressed endometrial genes after mating with intact versus vasectomized males, in the microarray analysis. A heat map of upstream regulators based on Z-score to show differences induced by intact and vasectomized males, compared to estrus control, with intensity of colouration indicating degree of activation (z-score > 2 with color ranging from red (Z-score = 6) to white (Z-score = 0) or inhibition (z-score < −2 with color ranging from green (Z-score = −6) to white (Z-score = 0)). Crossed boxes signify factors not predicted to be regulators in that data set. (**A**). Uterine epithelial cells (UEC) were isolated from estrus *Tlr4*^+/+^ or *Tlr4*^−/−^ mice and incubated with control media alone (con), or sperm (2:1 sperm:UEC ratio) (**B**–**E**), for 16 h. Supernatants were collected then IL6 (**B**), CXCL2 (**C**), CSF3 (**D**), and CXCL1 (**E**) were quantified by multiplex microbead assay. See legend to Fig. 4 for mean baseline cytokine concentration in control supernatants. Symbols depict data from 3 experiments (with 3 replicates/experiment), and estimated marginal mean ± SEM values are shown. Data was analyzed by mixed model ANOVA, with experiment as covariate. ^#^*P* < 0.05 compared to medium alone control group, *P < 0.05 compared to *Tlr4*^+/+^ cells with same treatment.

### Impact of TLR4 null mutation on the uterine cytokine and neutrophil response after mating

To determine whether TLR4 is critical for uterine responsiveness to seminal fluid factors, uterine epithelial cells were harvested from *Tlr4*^−/−^ and *Tlr4*^+/+^ females. Addition of sperm to *Tlr4*^+/+^ uterine epithelial cells elicited increased IL6 (Fig. 6B), CXCL2 (Fig. 6C), and CSF3 (Fig. 6D), but this was not observed following culture of sperm with cells from *Tlr4*^−/−^ females. Again, addition of sperm in vitro did not induce CXCL1 (Fig. 6E), CCL2, CSF2, LIF, or TNF (Supplementary Fig. 8).

To determine whether TLR4 is critical for sperm-induced neutrophil recruitment into the uterine endometrium, uteri recovered from *Tlr4*^−/−^ and *Tlr4*^+/+^ females mated with intact wild-type males and Ly6G^+^ neutrophils were detected by immunostaining^29^. Ly6G^+^ neutrophil influx into the uterine myometrium was clearly evident at 8 h after mating in both *Tlr4*^−/−^ and *Tlr4*^+/+^ females (Fig. 7A, C), but neutrophils were 75% and 78% reduced in endometrial tissue, particularly in the sub-epithelial stroma, of *Tlr4*^−/−^ females (Fig. 7B, C) (*P* < 0.05), This indicates that TLR4 is essential for sperm-mediated attraction of neutrophils into the endometrium and luminal cavity.

**Fig. 7:**
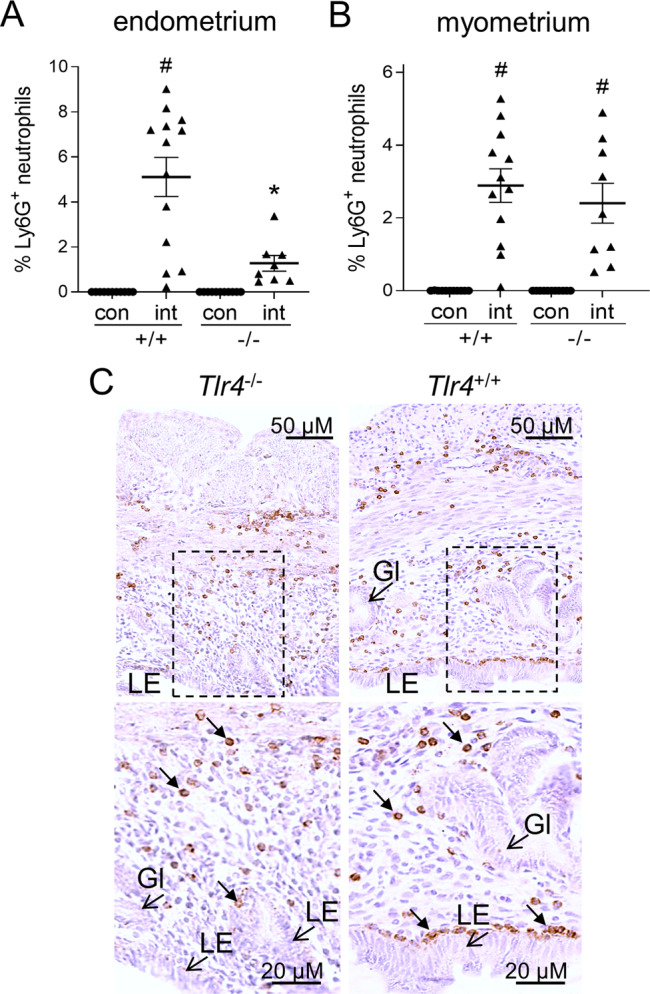
TLR4 deficiency impairs sperm-induced neutrophil recruitment into the uterine endometrium. To evaluate neutrophils, uterine tissue was collected from *Tlr4*^*−/−*^ female (−/−) and *Tlr4*^*+/+*^ (+/+) females in estrus (con), or 8 h after mating with intact males (int), and Ly6G^+^ neutrophils were detected by immunohistology. Ly6G^+^ neutrophils were quantified in endometrium (% positivity) (**A**) and myometrium (% positivity) (**B**). Symbols depict data from individual mice (*n* = 9-13/group) and mean ± SEM values are shown. Data were analyzed by one-way ANOVA with post-hoc Sidak t-test, ^#^*P* < 0.05 compared to unmated estrus control group, *P < 0.05 versus *Tlr4*^+/+^ females. Representative images of Ly6G^+^ neutrophils (small arrows) in endometrium of mated *Tlr4*^*−/−*^ females (−/−) and *Tlr4*^*+/+*^ (+/+) females, at high and low power (**C**). LE luminal epithelium, Gl epithelial glands.

## Discussion

Evidence is building that attributes of seminal fluid other than sperm fertilizing capability influence reproductive outcomes in mammals^1,10^. This is due to seminal fluid signaling elements that modulate the female immune response to affect embryo development and implantation^7,9^. The current study demonstrates that ejaculated sperm play an active role in provoking the female immune response, by interacting with uterine epithelial cells to induce cytokines that assist in eliciting neutrophil recruitment and T cell activation. We found the female response was blunted after mating with vasectomized males, with impaired cytokine induction, neutrophil accumulation, and Treg cell generation. A direct action of sperm in signaling to female tissues was confirmed by in vitro experiments, where cytokines IL6, CXCL2, and CSF3 were produced by uterine epithelial cells incubated with epididymal sperm, via a TLR4-dependent mechanism. Together these results indicate that sperm interacting with uterine epithelial cells help initiate the female immune response in early pregnancy.

Close physical association between sperm and epithelial cells has been thought to sustain a reservoir of sperm capable of fertilizing oocytes, or to assist in the removal of superfluous sperm^28^. The question of whether sperm-epithelial interactions impact the immune response or other aspects of female reproductive physiology has rarely been considered. In bovine, culture of sperm with endometrial fragments was shown to induce expression of cytokines in endometrial epithelial cells including TNF, IL1B, and IL8^31^ and this was suppressed by co-incubation with neutralizing antibodies to TLR2 and TLR4, indicating a possible role for TLR4^32^. In pigs, insemination with sperm-rich fractions of the ejaculate caused greater changes in endometrial gene expression than seminal plasma alone, attenuating immune response pathways amongst others^33^, however in utero transfer of washed sperm did not induce endometrial cytokines in vivo^34^, and others reported a reduced uterine cytokine response when sperm were added to seminal plasma^35^. The potential for sperm-epithelial interactions to induce changes that facilitate maternal immune tolerance, or otherwise promote endometrial receptivity, has not been investigated.

Our previous study reported that seminal fluid induces an array of uterine inflammatory cytokines and chemokines at the gene transcription level^13^, but we did not define the individual contribution of sperm versus seminal plasma. The current finding of strong uterine induction of immune response genes after mating with vasectomized males is consistent with extensive evidence that seminal plasma elicits uterine cytokine expression^7,14,20,26^, and vasectomized males can stimulate female Treg cell generation conferring functional tolerance^4,18^. The finding that sperm also contribute to inducing uterine cytokine genes is novel.

Surgical ligation of the vas deferens results in ejaculation of seminal fluid that differs from an intact ejaculate by the absence of sperm, and is also missing secretions from the testes, epididymis and vas deferens. Whether epididymal secretions interact with female tissues in vivo is not clear^36^, but is likely given that extracellular vesicles in seminal fluid can modulate gene expression in female reproductive tract cells in vitro^37,38^. It is also possible that surgical intervention to perform vasectomy causes subtle changes to male accessory gland secretions. However, our in vitro experiment clearly demonstrates that sperm can bind and transmit signals to uterine epithelial cells, to elicit increased cytokine synthesis. The sperm recovery protocol utilized for the in vitro experiment resulted in extensive (~2000-fold) dilution of contaminating epididymal secretions, so reasonably they would not account for cytokine induction. Collectively, therefore, these data provide compelling evidence of a sperm-mediated effect, and imply that the constrained response to vasectomized males is at least partly attributable to interactions between sperm and the uterine epithelium.

Previous studies show that both human and mouse sperm carry signaling moieties with the potential to directly engage TLR4^28^. The identity of these agents remains to be determined, but endogenous danger-associated molecular patterns (DAMPs) that bind and signal through TLR4 are likely candidates. Various DAMPs are present on sperm including hyaluronidase^39^, β-defensins^40^, and sialic acid and other glycans^41^. Another candidate is the a2 isoform of V-ATPase, which regulates uterine *Ccl2*, *Il1b*, *Lif*, and *Tnf* expression after release from capacitated sperm^42^. The model TLR4 ligand lipopolysaccharide (LPS) can induce cytokine release from uterine epithelial cells in vitro, but there is insufficient LPS in seminal fluid to be responsible^13^. Furthermore, *Tlr4* null mutant female mice exhibit reduced fertility and poor pregnancy outcomes^43^. Whether this is due to inability to respond to sperm signals cannot readily be determined, since seminal plasma also interacts with uterine epithelial cells through TLR4^13^.

Sperm may acquire signaling moieties via epididymosomes which accumulate on the sperm head during epididymal transit^36,44^ delivering cargo including immune-modulating microRNAs and proteins^44–46^. Seminal plasma components absorbed onto sperm after ejaculation could also mediate sperm interactions with the female tract. This raises a limitation of the in vitro experiments, which used epididymal sperm that could have minor differences in surface properties compared to ejaculated sperm. Seminal fluid extracellular vesicles exhibit immune-regulatory functions^45^ and in vitro studies in pigs and humans suggest vesicles are capable of eliciting transcriptional modulation in female tissues^37,38^, including upregulation of *CCL20* in uterine epithelial cells^37^. Differential exposure to extracellular vesicles in ejaculated versus epididymal sperm could account for why some cytokines elicited by intact males in vivo, such as CXCL1, CSF2, TNF, LIF, and CCL2, were not induced by sperm in vitro. Sperm interaction with prostasomes or epididymosomes could also explain why CXCL2 and CCL2 were maximally elevated when both sperm and seminal plasm were added to epithelial cells, indicating a synergistic effect (Table 2). We did not find uterine cytokines where sperm and seminal plasma exerted opposing effects, as was suggested by a previous study in pigs^35^.

**Table 2:** Summary of key uterine cytokines regulated by seminal fluid components delivered by intact and vasectomized males in vivo, and sperm and seminal vesicle fluid (SVF) in vitro, and evidence of additive or synergistic interactions between sperm and SVF. Arrow = up- or down-regulated; dash = unchanged.

	in vivo		in vitro			sperm-SVF interaction	
cytokine	Intact mating	vasectomized mating	sperm	SVF	sperm + SVF	additive	synergistic
CCL2	↑↑↑	↑↑	↓	↑	↑↑↑↑		✓
CSF2	-	↑↑	↓	↑			
CSF3	↑↑	-	↑	↑	↑↑	✓	
CXCL1	↑↑↑	↑↑	-	↑			
CXCL2	↑↑	↑↑	↑	↑	↑↑↑↑		✓
IL6	↑↑↑	↑	↑	↑	↑↑	✓	
LIF	↑↑	↑↑	↓	↑			
TNF	↑↑	↑↑	↓	↑			

Many studies report extensive interactions between sperm and neutrophils in the uterine lumen after mating in mice^14^ and livestock animal species^5^, but whether neutrophil influx specifically requires sperm has not been clear. Artificial insemination experiments using washed sperm in pigs and horses imply that sperm directly attract neutrophils into the uterine lumen^47,48^, and sperm appear to cause the post-coital influx of cervical neutrophils in women^49^. In vitro experiments show neutrophil chemoattractants intrinsic to sperm and seminal plasma are partly responsible^48,50,51^. However, the current study implies that neutrophil chemokines released from the uterus in response to sperm are essential to eliciting the full neutrophil response. IL6, CXCL2, and CSF3, each confirmed to be induced by sperm in vitro, are all potent regulators of neutrophil recruitment and functional activation^52,53^. This depends on TLR4 expression, since females genetically deficient in TLR4 showed substantially reduced neutrophil accumulation in the endometrial stroma and luminal epithelium. Consistent with this, we have shown that uterine induction after mating of IL6, CXCL2, and CSF3 fails to occur in TLR4-deficient females^13^. Together, these data strongly indicate that sperm induce uterine chemotactic factors to amplify the neutrophil response and position neutrophils at the luminal epithelial surface for trans-epithelial migration into the luminal cavity. Amplification through female tract cytokine gene induction fits with the dynamics of uterine neutrophil influx, which begins within the first hour of mating, but doesn’t peak until several hours later^5,14,15^.

Once in the luminal cavity, neutrophils selectively eliminate subsets of sperm by release of NETs^51^ and trogocytosis^54^, although the basis of selection remains unclear. Although this is can be viewed as a ‘hostile’ female response to the male gametes^28^, neutrophil-mediated selection of the fittest or most compatible sperm for fertilization may ultimately increase the chances of a given male siring healthy offspring^55^. A substantial population of neutrophils recruited at mating are retained in the endometrium and accumulate in implantation sites^56,57^, where they potentially regulate various aspects of embryo implantation through tissue remodeling and immune regulation, particularly by linking the innate and adaptive immune compartments^52,58^.

As well as targeting neutrophils, IL6, and CSF3 regulate other aspects of uterine receptivity^59,60^, and mice deficient in either cytokine have reduced fertility^59,61^. Dysregulated endometrial expression of IL6^62^ or CSF3^63^ is linked with unexplained infertility and recurrent miscarriage in women. The role of CXCL2 in the uterus is less well defined, but it is temporally modulated over the reproductive cycle^64^. The effects of sperm contact on cytokines associated with implantation may persist for several days—*Ccl2*, *Lif*, and *Ccl19* remain elevated in uterine tissue four days after mating with intact males, compared to vasectomized males^18,42^.

The reduction in pTreg cells after mating with vasectomized males compared to intact males indicates a role for sperm in generating Treg cells. pTreg cells are important mediators of maternal immune tolerance and are rate-limiting in embryo implantation and fetal survival^65^, especially in second and subsequent pregnancies^66^. An effect of sperm is consistent with our previous report of maximal induction of the Treg transcript *Foxp3* in the uterus of females exposed to whole seminal fluid^18^. pTregs are induced from naive T helper cells responding to paternal allo-antigens, and are thought to suppress the generation of anti-fetal as well as anti-sperm immunity, thereby promoting survival of sperm and concepti after future matings. Fewer pTregs after mating with vasectomized males could be a consequence of lack of sperm antigen^67^, or reduced CSF3, since CSF3 acts to induce tolerogenic dendritic cells^68^ required to present antigen to pTreg cells^69^. Sperm-induced neutrophils may help to drive pTreg proliferation, since neutrophil-dependent Treg cells are involved in placental development^70^.

There is clear evidence that contact with conceiving partner’s seminal fluid improves the chances of conception and pregnancy in the clinical IVF setting^71^. The current data raise the question of whether human sperm have similar cytokine-inducing activity, and the extent to which sperm versus seminal plasma mediate beneficial effects on fertility in women.

These observations shed new light on the significance of sperm in the events of conception and female immune adaptation for pregnancy. There is considerable potential for sperm-associated signals to vary in response to genetic and environmental factors, and so impact the quality and strength of the female tract response^72,73^. Our findings raise the prospect that sperm-associated signals contribute to immune-mediated cryptic female choice^2,74^, by which females detect and respond to seminal fluid signals during the post-copulatory phase, to selectively increase or decrease the likelihood of a specific male siring pregnancy^10,55^. Sperm have been viewed as a target for hostile cryptic female choice mechanisms, and are known to exhibit within- and between-male variation in features that promote their chance of transiting the tract and fertilizing oocytes^55^, but until now, have not been shown to affect female tract receptivity. Recognition that sperm influence reproductive events beyond simply fertilizing oocytes highlights that reduced sperm quality could adversely impact not only fertility, but also implantation and fetal development, and so potentially offers a new target for interventions to manipulate fertility and reproductive outcomes.

## Methods

The experimental approach is summarized in a graphical abstract (Supplementary Fig. 9).

### Mice

Pathogen-free CBA x C57Bl/6 F1 (CBAF1) and BALB/c female mice, and BALB/c and C57Bl/6 male mice were obtained from Laboratory Animal Services, University of Adelaide (Adelaide, Australia) or Animal Resource Centre (Perth, Australia). Mice with a null mutation in the *Tlr4* gene (*Tlr4*^−/−^ mice, on a BALB/c background) were sourced from Prof. Akira (Osaka University, Osaka, Japan)^75^ and supplied by Prof. Paul Foster (University of Newcastle, Newcastle, Australia). All mice were co-housed in specific pathogen free conditions at the University of Adelaide Medical School Animal House on a 12 h light–dark cycle and were given standard rodent chow (Envigo, Teklad Diets, Madison WI) and water *ad libitum*. Experimental females were 9–16 wks and males were 12–28 wks of age. Vasectomy was performed at 6–8 wks in BALB/c males under anesthesia with 15 μl/g of Avertin (2,2,2 tribromomethanol, Sigma-Aldrich) in 2-methyl-2-butanol, by ligation of vas deferens then bisection using quarterization. Animal usage was in accordance with the Australian Code of Practice for the Care and Use of Experimental Animals, and experiments were approved by the University of Adelaide Animal Ethics Committee (approval numbers: M-2010-095, M-2014-023, M-2017-006).

### In vivo mating experiments

For mating experiments, the estrous cycle stage was analyzed by wet mounts of vaginal lavage cells^76^. Females in the pro-estrus stage of the estrus cycle were caged with BALB/c males (1:1 ratio) at 2330–2345 h and the precise time of mating was monitored by video recording as described^13^. At 8 h post mating, or at 2000 h on the day of pro-estrus for unmated controls, females were humanely euthanized and uterine tissue was harvested. For microarray and qPCR experiments, uterine tissue was placed in ice-cold RNase-free PBS, trimmed of fat, mesentery, and blood vessels, then slit lengthwise to expose the endometrial surface. The endometrial layer was scraped into Qiazol RNA lysis solution and homogenized for 2 cycles at 5500 rpm for 30 s (Precellys 24, Bertin Technologies, Saint-Quentin-en-Yvelines Cedex, France). Homogenized samples were stored at −80 °C until further use. For cytokine quantification, endometrial tissues were homogenized in 500 µl PBS containing 1% bovine serum albumin (PBS-BSA) and protease inhibitor cocktail (cOmplete™ Mini, EDTA-free, Sigma-Aldrich, St Louis, Mo, USA). Uterine luminal fluid was flushed with 50 µl PBS-BSA. Insoluble material was pelleted at 14,000 × *g* for 10 min and the supernatant stored at −80 °C until analysis. For uterine luminal fluid immunohistological staining, fluid was extruded neat from the uterus, and cell smears made on glass slides.

### Isolation of total RNA

Total RNA was extracted using the miRNeasy extraction kit (Qiagen, Hilden, Germany) and DNase treated using DNA-*free*™ (Thermo Fisher Scientific) as described^13^. RNA was quantified using the nano-drop spectrophotometer and integrity analyses was performed using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara CA). RNA with an RIN > 7 was used for further analysis. RNA was stored at −80 °C until further use.

### Microarray analysis and bioinformatics analysis

For microarray, endometrial RNA from *n* = 16 individual females was pooled into four independent biological replicates per treatment group (*n* = 4 endometrial samples per replicate). Microarray analysis was performed using Affymetrix Mouse Gene 1.0 ST Arrays at the Adelaide Microarray Centre (Affymetrix, Santa Clara CA). Total RNA (300 ng) was labeled using the Ambion WT Expression Kit as per the manufacturer’s instructions (Ambion Inc, Austin TX). The microarray data were analyzed using Partek Genomics Suite (Partek Inc, Chesterfield MO). Briefly, cell files were imported using RMA background correction, Partek’s own GC content correction, and mean probe summarization. For microarray data, differential gene expression was assessed by ANOVA with the *P* value adjusted using step-up multiple test correction to control for the false discovery rate (FDR), as described^77^. All data were included in the analysis. Differentially expressed genes were defined as those with a fold-change ≥ 1.5 and FDR-adjusted *P* ≤ 0.05. Differentially expressed genes were further analyzed by Ingenuity Pathway Analysis (Qiagen) version 47547484. The microarray data in this manuscript is deposited in the National Centre for Biotechnology Information Gene Expression Omnibus and are accessible through GEO series accession number GSE167485.

### Reverse transcription and quantitative PCR

Total cellular RNA was reverse transcribed from 150 ng random hexamer-primed RNA employing a Superscript-III Reverse Transcriptase kit following the manufacturers’ instructions. Primer pairs specific (Supplementary Table 3) for published cytokine sequences were designed using Primer Express Version 2 (Thermo Fisher Scientific). PCR assay optimization and validation experiments were performed using control murine endometrial cDNA. Sequence specificity was confirmed using Sanger sequencing at Australian Genome Research Facility (AGRF, Adelaide node, Australia) of PCR primer products purified from 2% agarose gels. Amplification efficiency was performed using serial dilutions of primers in murine endometrial cDNA. All primer pairs had a correlation coefficient of >0.95 and efficiency of 90–110%.

Quantitative PCR (qPCR) was performed on 20 ng of cDNA, supplemented with optimized PCR primers (Supplementary Table 3) and 1× Power SYBR Green PCR master mix (Thermo Fisher Scientific). The negative control included in each reaction contained H_2_O substituted for cDNA or RNA without reverse transcription. PCR amplification was performed in an ABI Prism 7000 Sequence Detection System (Applied Biosystems) using the following conditions: 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Gene expression was determined^78^ using the delta C(t) method using *Actb* as the reference gene, after confirmation that *Actb* was unchanged between treatment groups.

### Cytokine enzyme-linked immunosorbent assay and multiplex microbead analysis

Cytokines secreted into the luminal fluid or from uterine epithelial cell culture supernatants were quantified using either enzyme-linked immunosorbent assay (ELISA) (CXCL7 Duo-set ELISA, R&D systems, Minneapolis, MN) or Merck Milliplex MAP mouse cytokine/chemokine multiplex microbead kit (Merck Millipore, Burlington, MA) following the manufacturer’s instructions. Samples for the CXCL7 ELISA were diluted 1:100 in assay buffer and the minimum detectable threshold was 15.6 pg/ml and 7.8 pg/ml, respectively. Duoset ELISA data were analyzed using Bio-Rad Microplate Reader Benchmark and Microplate Manager 5.2.1 Build 106 (Bio-Rad Laboratories). Samples for multiplex were diluted 1:5, 1:10, or 1:100 in assay buffer and the minimum detectable threshold for all analytes was <3.2 pg/ml. Cytokines measured by multibead assay were: CCL2, CSF1, CSF2, CSF3, CXCL1, CXCL2, CXCL5, CXCL10, IL1B, IL6, LIF, and TNF. Microbead data were acquired on a Luminex 200 instrument and analyzed using eXponent 3.1 (Luminex Corp, Austin, TX).

### t-distributed stochastic neighbor embedding (tSNE) analysis

For tSNE analysis of uterine mRNA and luminal fluid protein levels, relative mRNA levels of CCL22, CSF1, CSF2, CSF3, CXCL1, CXCL2, CXCL5, CXCL7, CXCL10, IL1b, IL6, LIF, and TNF from each virgin proestrus control, vasectomized mated or intact mated female was compiled into a matrix as a.csv file. The matrix was opened in FCS Express v6.06 (De Novo Software, California, USA) to carry out the dimensional reduction. Data from each mouse was transformed using 500 iterations of the tSNE algorithm utilizing each gene listed above with a perplexity of 16 for qPCR data and 8 for Luminex data, and a Barns-Hut approximation value of 0.5. The acquired tSNE-Y and tSNE-X values were applied to a dot plot for visualization.

### Immunohistology

Ly6G^+^ neutrophils were detected in paraffin-embedded uterine tissue of estrus control, vasectomized-mated or intact-mated females using rat anti-mouse Ly6G RB6-8C5 hybridoma supernatant^29^. Uterine tissues were fixed with 4% paraformaldehyde (wt/vol) in PBS overnight at 4 °C, washed in 1× PBS, and stored in ethanol before paraffin embedding. Tissue sections (5 µM) were cut on a HM 325 Rotary Microtome (Thermo Fisher Scientific), dewaxed in xylene, and rehydrated. Endogenous peroxidase activity was blocked by incubating sections in quenching solution (50% methanol, 10% H_2_O_2_) for 15 minutes at room temperature followed by washing in MilliQ H_2_0. Non-specific antibody binding was blocked by incubation in blocking buffer (15% normal rabbit serum (vol/vol) in PBS) for 30 min at 37 °C. Sections were washed in PBS before incubation with rat anti-Ly6G, or irrelevant isotype-matched control mAb (1:500 dilution of hybridoma supernatant in 1.5% normal rabbit serum (vol/vol) in PBS, overnight at 4 °C in a humidified chamber. Following washing in PBS, biotinylated rabbit anti-rat IgG (1:500 dilution in antibody dilution buffer; Vector Laboratories, Burlingame, CA) was added for 40 minutes at room temperature. Sections were washed in PBS before incubation with ABC Vectorstain Elite kit (Vector Laboratories) according to manufacturer’s instructions. Detection was performed using diaminobenzidine tetrachloride (Sigma-Aldrich), and sections were counterstained with hematoxylin (Sigma-Aldrich). Images were captured using a NanoZoomer 1.0 U (Hamamatsu, Shizuoka, Japan) at a zoom equivalent of a 40× objective lens and quantified using FIJI Image J (Ludwig Institute for Cancer Research, New York, USA).

Complexes containing neutrophils, neutrophil extracellular traps (NETs), and sperm were stained in uterine luminal fluid using DAPI and rat anti-mouse Ly6G RB6-8C5 hybridoma supernatant^30^. Luminal fluid was extruded from the uterus at 8 h post-mating, smeared, and air-dried onto glass microscope slides, then fixed in 96% ethanol at 4 °C for 10 min. Slides were rehydrated and stained to detect Ly6G as above, using rabbit anti-rat-FITC (BD Biosciences, San Jose, CA, diluted 1:200 in antibody dilution buffer), or with 4′,6-diamidino-2-phenylindole, dihydrochloride (DAPI, 300 nM in PBS, Thermo Fisher Scientific).

### Flow cytometry

Uterine draining para-aortic lymph nodes (PALN) were collected from CBAF1 females in estrus, or on day 3.5 pc following mating with BALB/c males^17^. Single-cell suspensions of PALN were prepared by gentle crushing between two frosted glass slides and cells were washed in complete RPMI media (Thermo Fisher Scientific; RPMI + 10% FCS + 2% penicillin/streptomycin). Cells (1 × 10^6^) were plated in a 96-well U bottom plate (Corning, New York), washed twice in PBS then incubated with fixable viability stain 620 (1:1000 in PBS, BD Biosciences) at RT in the dark for 20 min before washing in FACS buffer and incubation with Fc receptor block (as per manufacturer’s instructions, BD Biosciences). Cells were then stained with fluorophore-conjugated monoclonal antibodies CD4•APC-Cy7 (GK1.5, 2 µg/mL; BD Biosciences), CD25•PE-Cy7 (PC61, 2 µg/mL; BD Biosciences), and NRP1•BV421 (3E12, 0.3 µg/mL; BioLegend, San Diego, CA) in FACS buffer for 25 min at 4 °C. Cells were fixed and permeabilized using the FOXP3 Staining Buffer Set; Thermo Fisher Scientific) according to manufacturer’s instructions. Fixed cells were labeled with FOXP3•APC (FJK-16s, 2 µg/mL; Thermo Fisher Scientific), Ki67•FITC (SolA15, 4 µg/mL; Thermo Fisher Scientific) and CTLA4•PE (UC10-4F10-11, 2 µg/mL; BD Biosciences) diluted in permeabilization wash (FOXP3 Staining Buffer Set; Thermo Fisher Scientific). Data was acquired using a FACS Canto II flow cytometer (BD Biosciences) and analyzed using FlowJo software (Treestar, Ashland, OR, USA). Numbers of cells in subpopulations were calculated as proportions of total live cells.

Doublet discrimination was performed based on the forward and side scatter profiles of the cells, and live/dead gating was performed using a viability dye, to enable analysis of single, live cells respectively (Supplementary Fig. 5). Live lymphocytes positive for CD4 were gated, and Treg cells were defined as CD4^+^FOXP3^+^ cells. Gates were established within the CD4^+^FOXP3^+^ Treg cell population to distinguish NRP1^−/lo^ (pTreg) and NRP1^+^ (tTreg) cells. Ki67, CD25, and CTLA4 were measured within total Treg, tTreg, and pTreg populations. In all samples, gates were established using unlabeled and fluorescence minus one controls.

### Sperm and seminal vesicle fluid preparation

Sperm and seminal vesicle fluid were collected from individually housed BALB/c male mice. Cauda epididymis were excised and placed in 1 ml DMEM + FCS (DMEM, plus 5.5 mM D-glucose, 25 mM HEPES, 0.04 mM phenol red, 1 mM sodium pyruvate, 10% fetal calf serum, 1× antibiotic/antimycotic) (Thermo Fisher Scientific, Waltham MA) at 37 °C, then lacerated and incubated for 10 min to release sperm. Sperm were counted using a hemocytometer and further diluted in DMEM + FCS to 30 × 10^6^/ml, before immediate addition to uterine epithelial cell cultures. Seminal vesicles were excised and ~50 μl fluid per vesicle was extruded into 450 μl DMEM + FCS (10% seminal vesicle fluid) before immediate addition to uterine epithelial cell cultures.

### In vitro uterine epithelial cell culture

Uteri were harvested from CBAF1, *Tlr4*^+/+^, and *Tlr4*^−/−^ female mice identified as estrous by vaginal lavage cytology, and epithelial cell monolayers (> 90% epithelial cells) were prepared as previously described^13,79^. Enriched epithelial cells were resuspended at 7.5 × 10^5^ cells/ml in DMEM + FCS, and 150 μl aliquots were plated in 48-well multidishes (Nunc, Roskilde, Denmark). Cells were incubated for 4 h at 37 °C in 5% CO_2_ to permit adherence, then sperm (3.8 × 10^5^, 7.5 × 10^5^, or 1.5 × 10^6^ /well to give 1:2, 1:1, and 2:1 sperm to uterine epithelial cell ratio), seminal vesicle fluid (1:2 dilution of 10% seminal vesicle fluid in DMEM + FCS), or a combination of both sperm and seminal vesicle fluid (5% seminal vesicle fluid and 1.5 × 10^6^ sperm/well) were added to a final volume of 200 μl. Supernatants were collected after 16 h incubation, and following replacement of culture medium and a further 24 h incubation, then centrifuged at 400 × *g* to remove cellular debris, and stored at −80 °C until cytokine assay. Adherent cells were quantified by Rose Bengal dye uptake (0.25% in PBS, 10 min at room temperature) (Sigma-Aldrich) and cell lysis in 0.1% SDS by measuring absorbance at 570 nm using a BioTek Synergy H1 Hybrid Multi-Mode Reader and BioTek Gen5 software (BioTek Instruments, Inc., Winooski, VT, USA) as described previously^13,79^.

### Statistical analysis

qPCR, cytokine protein, flow cytometry, and immunohistochemical data were analyzed using GraphPad Prism, version 9.0.0 software (GraphPad Software LLC, San Diego CA). Outlier values were identified using the ROUT method (Q < 1%) and removed from analyses. Data were first assessed for normality of distribution using the D’Agostino and Pearson normality test. Normally distributed data were analyzed by one-way ANOVA with a post-hoc two-sided Sidak t-test to detect differences between treatment groups. Data not normally distributed were transformed by Box-Cox transformation^80^ and analyzed as above. If transformation did not yield normal distribution, data were analyzed by non-parametric Kruskal Wallis test with post-hoc Dunn’s two-sided multiple comparisons test. In vitro cell culture cytokine data was analyzed using SPSS for Windows, version 20.0 software (SPSS Inc, Chicago, IL). All data were included in the analysis. Differences between groups were considered significant when *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Peer Review File

## Data Availability

The microarray data in this manuscript is deposited in the National Centre for Biotechnology Information Gene Expression Omnibus and are accessible through GEO series accession number GSE167485. The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files.

How the deposited data were processed for this re-analysis (not part of the article)

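The deposited values describe endometrial RNA on 12 Affymetrix Mouse Gene 1.0 ST arrays, 4 for unmated females, 4 for females 8 h after mating with intact BALB/c males and 4 for females 8 h after mating with vasectomized BALB/c males. Females were F1 offspring of CBA and C57Bl/6 mice, and each array held RNA pooled from 4 females. The group of each array was taken from the sample labels. The authors imported the array files into Partek Genomics Suite with RMA background correction, a correction for the GC content of probes and mean probe summarization, and deposited log2 values. The software versions are not given in the sources used here. The per-array columns not used numbered 0.

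The 35556 transcript clusters were joined to gene symbols through the array annotation supplied with the data, and 21698 clusters with 1 symbol were matched to a gene in the reference table, with 0 symbols changed. No cluster was left out of the fit. Each cluster was fitted with 1 mean per group over all 12 arrays in limma 3.58.1 under R 4.3.3, with variances moderated without a trend (prior degrees of freedom 3.26, residual degrees of freedom 9). The Benjamini-Hochberg correction ran over all clusters. Calls needed a fold-change of at least 1.5 and an adjusted p of at most 0.05, the thresholds that the methods give. Principal components were computed on all clusters, centred and not scaled. Distances and component scores were compared with two-sided exact permutation tests.

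Gene lists covered the cytokines of Table 1, other cytokines, neutrophil markers, ligands and receptors of the CXCR2 system, targets of IL6 and STAT3, of NF-κB, of interferon and of interleukin-17 in epithelium, the TLR4 complex, other Toll-like receptors, mucosal defense, the cornified envelope, cholesterol synthesis, other SREBP targets, PPAR and LXR targets, the cell cycle, the clock, and the responses to estrogen and progesterone. Further lists marked macrophages, dendritic cells, T and NK cells, B and plasma cells, mast cells and eosinophils, blood endothelium, lymphatic endothelium, smooth muscle, stroma, epithelium, squamous epithelium, fat and mesothelium, oviduct and ovary, sperm, accessory glands, red cells and reference genes. A gene with several clusters was represented by that with the highest mean. Lists were tested with camera, corrected over 108 tests, and with fry. Directions of genes in Table 1 and Supplementary Data 1, 2 and 4 had been seen when the lists were written.

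Genes named in the text followed a rule: the genes of Table 1; genes the paper names as measured in endometrium or as regulators; in each comparison the 10 largest and 10 smallest log2 fold-changes among called genes with 1 symbol and no overlap between groups; and up to 4 members of each list with the largest absolute log2 fold-change. Values in Table 1 and Supplementary Data 1, 2 and 4 had been seen when the rule was written. Genes outside the rule are marked as named after their values were seen.

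The thresholds, lists, naming rule, comparisons and the alternatives listed next were set before the data were examined. They were quantile normalization, median centring, moderation with trend and robust options, no variance moderation, array weights, a replicate block, a fit of only the 2 groups compared, removal of dim clusters (mean under 7.28), correction over clusters with a symbol, 1 cluster per gene, a fold-change of at least 2, no fold threshold, leaving out each array in turn, and, for lists, an estimated correlation, fry, removal of genes the paper calls and, for neutrophil markers, of genes of Supplementary Data 1, 2 and 4. Principal components were also computed on clusters scaled to unit variance and on the 1000 most variable clusters. Counting clusters without a symbol, alone and without variance moderation, and splitting the controls into 1 and 2 or 3 and 4 were chosen after seeing the data.

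The code was tested on simulated data with the spread of these arrays. For intact-mated females against controls, 44.8% of 67 clusters changed 1.5-fold, 97.0% of 67 changed 2-fold and 100% of 66 changed 4-fold were called, for vasectomized-mated females against controls 46.3%, 94.0% and 100%, and 4-fold changes between the mated groups at 98.5%. The fold threshold itself holds down the shares at 1.5-fold. In each simulated comparison 3 unchanged clusters were called. The qPCR, protein, cell culture, flow cytometry and tissue staining data of the study were not analysed here.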

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

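Of the tests and comparisons below, that with controls 3 and 4 only was chosen after its result was seen.

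The cell cycle and clock lists shifted downward after both matings at the preset correlation between genes. With an estimated correlation neither was called (camera adjusted p = 0.333 in both groups for the cell cycle, and 0.253 and 0.333 for the clock). The median log2 fold-change of cell cycle genes was -1.54 after mating with intact males and -1.08 after mating with vasectomized males, and that of clock genes -0.55 and -0.47. On log2 values centred on each gene's mean over the arrays, the cell cycle median was -0.06 in control array 1, within the range of the mated arrays (-0.83 to 0.08), and 1.30, 0.44 and 1.56 in control arrays 2, 3 and 4. For the clock all 4 control arrays (0.13 to 0.68) lay above all 8 mated arrays (-0.26 to 0.09). Unmated females were collected in the evening of pro-estrus and mated females about 8 h after mating, so the hour of collection and the stage of the cycle differ wherever mating differs. Clock genes, which follow the hour, were also lower after mating with vasectomized males (median -0.47), so a part of these changes may come from the hour of collection. If both mated groups were collected at the same hour, the hour alone would leave no shift between them. There the clock list had a median of -0.18 (camera adjusted p = 0.00646, adjusted p = 0.506 with an estimated correlation, 0.248 under fry). Collection followed each mating by 8 h, and the hours of mating are not given in the sources used here, so this shift decides nothing. The design confounds the hour and the stage of the cycle with mating. They cannot be told apart for any gene compared with controls, cell cycle and clock genes included.

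Genes of cholesterol synthesis, at a median of 0.65 above control after mating with intact males and 0.33 below control after mating with vasectomized males, differed between the mated groups by a median of 1.03. The median after mating with vasectomized males was -0.17 without control array 4. On the centred scale that array lay at 0.35 and the other controls at -0.42 to -0.10. Other SREBP targets, at 0.27 above and 0.19 below, differed by 0.42. Without control array 4 their median after mating with vasectomized males was -0.08 relative to control. A larger share of epithelium in the scrapings of intact-mated females would raise epithelial markers too, but their median differed by only 0.044, far under the difference in cholesterol synthesis. A difference in the response of the tissue to the 2 kinds of mating stays open as a hypothesis, and it was found and tested on the same data.

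Other lists outside what the paper discusses were called relative to controls at the preset correlation. With an estimated correlation none of these was called (camera adjusted p = 0.339 for the cornified envelope, 0.176 and 0.173 for the progesterone response, 0.786 for blood endothelium, and 0.499 and 0.656 for stroma). The cornified envelope list had a median of 0.18 after mating with intact males. The progesterone response had medians of -0.46 after mating with intact males and -0.33 after mating with vasectomized males. Blood endothelial markers had a median of -0.25 after mating with intact males. Stromal markers had medians of -0.59 after mating with intact males and -0.35 after mating with vasectomized males. On the centred scale control arrays 1 and 2 lay at 0.71 and 0.73 for stromal and 0.46 and 0.43 for endothelial markers, and control arrays 3 and 4 at 0.01 and -0.07 and at -0.11 and -0.17. With controls 3 and 4 only the stromal medians were -0.18 and -0.03 and the endothelial median 0.05, none of them called, so that these shifts rest on control arrays 1 and 2. No explanation of the shifts in this paragraph was tested.

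Single arrays lay far from the other 3 of their group in 5 of 122 groups tested (gap to the nearest array over the range of the group, by Dixon's criterion), where chance gives about 1 in 20. On the scale of log2 values with each gene centred on its mean over arrays, vasectomized array 4 had the highest median of its group for neutrophil markers (-0.017) and for the epithelial interleukin-17 response (0.13), and intact array 2 the highest for the cell cycle (-0.025). Control array 2 had the highest log2 value of its group for Cxcl5 (6.69), and intact array 2 that for Il23a (7.75).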

How the results depend on the processing

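In all alternatives run, 0 of 249 calls of named genes turned direction. Of 49 list calls 2 did, both with controls 3 and 4 only and then far from the threshold: blood endothelial markers after mating with intact males (median 0.0526, adjusted p = 0.890) and, in the direction of camera though not of the median, stromal markers after mating with vasectomized males (median -0.0256, adjusted p = 0.868). The cause was not tested. The calls of named genes kept numbered 245 under quantile normalization, 247 under median centring, 242 with array weights, 185 without variance moderation, 225 with controls 3 and 4 only and 218 with controls 1 and 2 only, and 202 to 239 when 1 array was left out. Of the 49 list calls, 48 were kept with array weights and under moderation with trend and robust options, 47 under quantile normalization, 49 under median centring, 45 without variance moderation, 41 of 48 without dim transcript clusters, 39 under fry, 34 of 48 without genes the paper calls, 46 and 42 with controls 1 and 2 or 3 and 4 only, and 46 to 49 when 1 array was left out. The paper called its genes on these same arrays, so their removal takes out members that changed, and list calls lost in this way decide nothing. With an estimated correlation between genes 0 lists were called. Of 77 counts of list genes called higher or lower, 37 moved by over 1.5 times when 1 array was left out, 29 of them among the 52 counts of 5 or fewer, and 27 without variance moderation. The number of arrays limits the precision.

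The following values are in the order intact against control, vasectomized against control, intact against vasectomized. At a fold-change of at least 2, higher genes numbered 218, 64 and 39 and lower genes 188, 34 and 13, with 226 and 194 in either mated group, 56 and 28 in both, 3 genes of Table 1, and 6 of Table 1 adjusted over the list alone. With no fold threshold, higher genes numbered 1710, 784 and 366 and lower genes 1328, 380 and 250, with 1894 and 1398 in either mated group and 600 and 310 in both. The construction of these thresholds shows the cause; for the alternatives that follow the cause was not tested. Without variance moderation 79 genes were lower after mating with vasectomized males, 70 in both mated groups, 71 higher and 32 lower between the mated groups, and 5 of Table 1 were called. When clusters without a symbol were also counted, a choice made after seeing the data, the first 3 were 84, 74 and 73. Between the mated groups 135 were then called in all, so the lower ones rose above 32. With these clusters counted and variance moderation kept, 143 were lower between the mated groups. With only the 2 groups compared in the fit 82 were lower after mating with vasectomized males and 70 in both mated groups, and 13 of Table 1 were called, as with array weights.

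The split of the controls was chosen after seeing the data. With controls 1 and 2 only, 800 and 312 genes were lower in the first 2 comparisons, 830 in either mated group and 282 in both, 13 genes of Table 1 were called, and the response to vasectomized males was 0.764 of that to intact males. With controls 3 and 4 only, 465 genes were higher and 236 lower after mating with vasectomized males, 348 higher and 200 lower in both mated groups, and the response was 0.766. Quantile normalization and median centring gave higher shares of 74.5% and 73.7% between the mated groups, against 68.0%.

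When 1 array was left out, higher genes numbered 564 to 655, 201 to 302 and 62 to 147 and lower genes 356 to 530, 85 to 273 and 27 to 80. In either mated group 605 to 706 were higher and 377 to 559 lower, and in both 172 to 251 and 75 to 247. The lowest and highest counts past 1.5 times their full value came without vasectomized array 2 (85 and 75 lower) and control array 1 (273 and 247 lower), and between the mated groups without intact array 2 (62 higher) and intact array 4 (27 lower). Table 1 genes called numbered 4 to 12, those at 1.4-fold 16 to 18, those adjusted over the list alone 11 to 16, and lists 46 to 51. The first component differed between the mated groups by 14.0 to 24.7, with an exact permutation p of 0.0286 each time. The distance from control differed by 0.0384 to 0.0534, and passed the threshold except without control array 1 (0.0384), intact array 1 (0.0433) or intact array 4 (0.0418). The response to vasectomized males was 0.574 to 0.648 of that to intact males over genes called in the intact-mated group and 0.685 to 0.747 over the other set, and the correlation of the responses 0.773 to 0.827.

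With replicate numbers as a replicate block, 41 genes were lower between the mated groups, 5 genes of Table 1 were called, and 130 of the 194 genes called between the mated groups were shared. The numbers do not pair the arrays: deviations from group means had a mean correlation of -0.0335 between arrays with the same number (-0.255 to 0.205) and 0.0112 between others, 2 of 12 pairs were over 0.1, and 1 of 12 arrays was closest to its own number. The block ended 37 of 249 named gene calls and 0 of 49 list calls. The alternative of another pseudocount was not run, since the values are log2.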

Differences from the paper's values

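Between intact- and vasectomized-mated females 132 genes were higher, against 78 in the paper, and 62 lower, against the paper's 32, at the paper's thresholds. Of the alternatives set before the data were examined, the number of higher genes lay within 1.5 times the paper's without variance moderation (71), with the replicate block (91) and without intact array 2 (62), intact array 4 (69), vasectomized array 1 (86), vasectomized array 2 (103), vasectomized array 3 (81) or vasectomized array 4 (108). It did not under quantile normalization (155), median centring (151), moderation with trend and robust options (136), array weights (169), a fit of only the 2 groups (158), without dim clusters (118), with correction over clusters with a symbol (137), 1 cluster per gene (125), a fold-change of at least 2 (39), no fold threshold (366), or without control array 1, 2, 3 or 4 (132, 147, 137 and 136), intact array 1 (129) or intact array 3 (129).

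The number of lower genes lay within 1.5 times the paper's without variance moderation (32), with the replicate block (41) and without intact array 2 (32), intact array 3 (47), intact array 4 (27), vasectomized array 3 (40) or vasectomized array 4 (33). It did not under quantile normalization (53), median centring (54), moderation with trend and robust options (65), array weights (93), a fit of only the 2 groups (86), without dim clusters (64), with correction over clusters with a symbol (66), 1 cluster per gene (54), a fold-change of at least 2 (13), no fold threshold (250), or without control array 1, 2, 3 or 4 (69, 73, 68 and 64), intact array 1 (80), vasectomized array 1 (50) or vasectomized array 2 (62). The paper's methods name an analysis of variance with no mention of variance moderation. Without it, and with clusters without a symbol counted too, a choice made after seeing the values, 135 were called and 73 of them were higher. The higher ones thus came near the paper's count, while the remaining lower ones outnumbered the paper's 32. Of the paper's matched genes, 53 of 74 higher and 18 of 31 lower were called without variance moderation.

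Il17c was 7.61-fold higher after mating with intact males than in controls, against the paper's 12.53, and every alternative that changes the fold differed from the paper as well (7.06 to 8.17). Lif was 2.20-fold higher in that comparison, against the paper's 1.44. It came within the criterion without control array 1 (2.07), control array 2 (2.07) or intact array 2 (2.04), and under no other alternative. Between the mated groups Lif was 1.60-fold higher, against the paper's 2.60, and the values differed under all alternatives that change the fold. The paper's Supplementary Data 1 gives Lif 2.6 in the intact-control comparison, which is the fold Table 1 gives between the mated groups, and Supplementary Data 4 holds 0 entries for Lif. The fold of 2.60 that Table 1 gives between the mated groups is close to the product, 2.592, of its folds relative to controls. Read with 2.60 as the intact-control fold, 1.80 as the fold between the mated groups and 1.44 as the vasectomized-control fold, an order chosen after seeing the values, the paper's 3 folds each lie within 1.5 times those here (2.20, 1.60 and 1.38).

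Of the paper's genes matched by sequence record, 513 of 624 higher and 318 of 383 lower after mating with intact males were called here, 181 of 219 and 76 of 98 after mating with vasectomized males, and 59 of 74 and 19 of 31 between the mated groups. Without variance moderation these were 499, 301, 178, 67, 53 and 18. The slope of the log2 fold-changes here on the paper's was 0.88 for higher and 0.88 for lower genes after mating with intact males, 0.89 and 0.88 after mating with vasectomized males, and 0.86 and 0.88 between the mated groups.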

Other observations

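Of the tests of explanations below, that of neutrophil RNA as the source of Il1b, Tnf and Ccl3 was chosen after the results were seen.

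Small proline-rich genes of the cornified envelope stood among the largest increases. Sprr2b rose by a log2 fold-change of 3.05 after mating with intact males and 1.93 after mating with vasectomized males, and was higher by 1.12 between the mated groups (SE 0.16 each, limma adjusted p = 1.50e-06, 0.000239 and 0.00821), and Sprr2d rose by 2.96 and 1.86 and was higher by 1.10 (SE 0.18 each). Of 22 envelope genes, 5, 3 and 4 were higher and 0 lower in the 3 comparisons, and the last count was 2 without any single array of the mated groups other than intact array 3, and without variance moderation. The list median was 0.18 after mating with intact males (camera adjusted p = 0.000593, adjusted p = 0.339 with an estimated correlation) and 0.16 between the mated groups (camera adjusted p = 2.93e-05, adjusted p = 0.259 with an estimated correlation). After mating with vasectomized males the median was -0.02, the mean 0.18 and the test upward (camera adjusted p = 0.277). Without genes the paper calls, the first was not called (camera adjusted p = 0.363).

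Some genes induced by progesterone and some markers of stroma were lower after mating. Of 22 progesterone genes 2 were higher and 7 lower after mating with intact males (median -0.46, camera adjusted p = 0.000812, adjusted p = 0.176 with an estimated correlation), 0 and 1 after mating with vasectomized males (median -0.33, camera adjusted p = 0.000588, adjusted p = 0.173 with an estimated correlation), and 0 and 1 between the mated groups (median -0.12, camera adjusted p = 0.388). The count of 1 lower was 2 without control array 2 in the second comparison, and in the last 0 without variance moderation or any single array of the mated groups other than intact array 1. Zbtb16 fell by 1.20 (SE 0.25) and Bmp2 by 0.97 (SE 0.20) after mating with intact males. The first list was not called without genes the paper calls (adjusted p = 0.216) and the second with controls 3 and 4 only, a split chosen after seeing the data (adjusted p = 0.112). Of 18 stromal markers 4 and 2 were lower and 0 higher relative to controls (medians -0.59 and -0.35, camera adjusted p = 2.26e-05 and 0.00117, adjusted p = 0.499 and 0.656 with an estimated correlation), among them Col6a3, which fell by 1.49 and 1.21 (SE 0.19 each). The 4 became 7 without control array 4, 2 without intact array 1 or 2 or variance moderation, and 13 and 1 with controls 1 and 2 or 3 and 4 only. The 2 became 1 without variance moderation or any single array except control array 3, and 7 and 1 with these pairs of controls. Fry called neither (adjusted p = 0.0641 and 0.227), controls 3 and 4 alone neither (adjusted p = 0.235 and 0.868), and without control array 1 or 2 the second was not called (adjusted p = 0.0558 and 0.0573).

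Of 19 blood endothelial markers Flt1 rose by 1.07 (SE 0.09) and Dll4 fell by 0.92 (SE 0.12) after mating with intact males, and Dll4 was lower by 0.75 (SE 0.12) between the mated groups. The list medians were -0.25, -0.13 and -0.14 (camera adjusted p = 0.00717, 0.286 and 0.0486, adjusted p = 0.786 and 0.794 with an estimated correlation for the first and last). The first was not called without control array 1 (adjusted p = 0.100), control array 2 (adjusted p = 0.123) or variance moderation (adjusted p = 0.119), nor under fry (adjusted p = 0.356) or with controls 3 and 4 only (median 0.05, adjusted p = 0.890), and the last not without intact array 1, 2 or 3 or vasectomized array 1 (adjusted p = 0.334, 0.0957, 0.0537 and 0.695), nor under fry (adjusted p = 0.637), without variance moderation (0.157), without dim clusters (0.280), with array weights (0.0720), under moderation with trend and robust options (0.0528) or without genes the paper calls (0.0504).

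Of the lists for other leukocytes, none was called in camera. In the 3 comparisons the medians were 0.02, 0.00 and -0.04 for 18 macrophage markers (camera adjusted p = 0.934, 0.804 and 0.564), -0.09, -0.14 and 0.01 for 15 dendritic cell markers (0.415, 0.221 and 0.933), 0.02, -0.04 and 0.05 for 21 T and NK cell markers (0.523, 0.974 and 0.217), 0.00, -0.02 and 0.08 for 11 B and plasma cell markers (0.835, 0.581 and 0.33) and -0.00, 0.03 and 0.02 for 13 mast cell and eosinophil markers (0.819, 0.6 and 0.902). Medians near 0 relative to controls can hide a split of the control arrays. On log2 values centred on each gene's mean over the arrays, control arrays 1 and 2 lay at 0.36 and 0.32 for macrophage and 0.32 and 0.20 for dendritic cell markers, and control arrays 3 and 4 at -0.20 and -0.37 and at -0.10 and -0.18. The mated arrays ran from -0.21 to 0.41 for macrophage and from -0.24 to 0.15 for dendritic cell markers. Calls in limma were Itga2 (1.21 and 0.75 relative to controls) and Hdc (1.48 after mating with intact males). The call of Hdc was lost without variance moderation (adjusted p = 0.0745), with controls 1 and 2 only (adjusted p = 0.187), and without control array 1, 3 or 4 or intact array 1, 2 or 4 (adjusted p = 0.0610 to 0.0759). Its log2 value was 9.90 in control array 2 and 7.70 to 8.11 in the other controls. Unadjusted p was under 0.05 for 2, 1 and 0 macrophage, 2, 1 and 1 dendritic cell and 3, 1 and 1 B and plasma cell markers.

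Of other tissues, medians were -0.17, -0.05 and -0.04 for lymphatic endothelium (0.161, 0.469 and 0.346), -0.19, -0.05 and -0.13 for smooth muscle (0.0654 and 0.388 in the first 2), 0.06, -0.02 and 0.04 for epithelium (0.687 and 0.761 in the first 2, the mean of the second being 0.03), 0.03, -0.08 and 0.11 for 14 squamous genes (0.902, 0.332 and 0.161), -0.06, -0.03 and -0.03 for 10 genes of fat and mesothelium (0.469, 0.835 and 0.469), -0.03, -0.05 and 0.12 for 10 of oviduct and ovary (0.835, 0.286 and 0.332), 0.09 and -0.03 for sperm relative to controls (0.332 and 0.469), 0.04, 0.01 and 0.04 for 2 of red cells (0.835, 0.934 and 0.908) and 0.04, 0.01 and -0.01 for reference genes (0.835, 0.982 and 0.835), all camera adjusted p. Besides Prom1, calls were Ovol2 (-0.94) and Dsg3 (1.04) after mating with intact males, Krt13 (-0.72 and -0.73 relative to controls) and Tppp3 (-1.05 after mating with vasectomized males). Both calls of Krt13 were lost without variance moderation (adjusted p = 0.0622 and 0.101), with array weights (0.0575 and 0.0632) and with either pair of controls (0.0533 to 0.132). The first was also lost without control array 2 or 4 or intact array 1, 3 or 4 (0.0543 to 0.0766), and the second without control array 2, 3 or 4, intact array 1 or 3, or vasectomized array 1, 3 or 4 (0.0530 to 0.115). Tppp3 was not called without variance moderation (0.0678), vasectomized array 1 or vasectomized array 2 (0.0613 to 0.0653) or with controls 3 and 4 only (0.0719), and Dsg3 not with controls 3 and 4 only (0.0611).

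For lists reported above in part, mucosal defense had 5 higher (3 without intact array 2 or 4 or variance moderation) and 0 lower between the mated groups (median 0.23, camera adjusted p = 1.09e-10, adjusted p = 0.0832 with an estimated correlation) and other cytokines 2 higher and 1 lower, neither count above 0 without intact array 2 or 4, vasectomized array 1, 2 or 3 or variance moderation, and 4 higher without control array 2 (median 0.08, camera adjusted p = 0.0138, adjusted p = 0.284 with an estimated correlation, and 0.0652 under camera without intact array 4). CXCR2 ligands and receptors had 6 higher after mating with intact males and 3 after mating with vasectomized males (medians 1.25 and 0.36, camera adjusted p = 1.05e-07 and 0.000267, adjusted p = 0.0832 and 0.187 with an estimated correlation, 0.589 and 0.335 without genes the paper calls). Other SREBP targets had 1 and 0 higher (medians 0.27 and -0.19, camera adjusted p = 0.00791 and 0.0123, adjusted p = 0.617 and 0.655 with an estimated correlation, 0.0618 and 0.213 under fry, and 0.135 for the second without control array 4 and 0.0905 without vasectomized array 4). Their first list call was also lost without variance moderation (camera adjusted p = 0.0554) and with controls 3 and 4 only (camera adjusted p = 0.0803). Their second was also lost with controls 1 and 2 only (camera adjusted p = 0.105). PPAR and LXR targets had 1 higher and 3 lower, and 2 higher and 1 lower (camera adjusted p = 0.643 and 0.314; the median of the first was 0.01 and its mean -0.06). Between the mated groups the cell cycle had 0 called (median -0.42, camera adjusted p = 0.00114, adjusted p = 0.794 with an estimated correlation, 0.252 without dim clusters, 0.637 under fry), the clock 0 (median -0.18, camera adjusted p = 0.00646, adjusted p = 0.506 with an estimated correlation, 0.248 under fry) and the estrogen response 1 lower (median 0.08, mean -0.04, camera adjusted p = 0.761); unadjusted p was under 0.05 for 3 cell cycle and 7 clock genes.

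More genes were called than in any other split of the same arrays. The real split called 1078 genes for intact-mated females against controls, 406 for vasectomized-mated females against controls and 194 between the mated groups, against at most 0, 1 and 0 in the other splits, so 1 of 35 splits was as large in each and chance can be excluded at that share.

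Of the 18 upregulated genes of Table 1, a list the study chose on these samples, 8 were called higher in intact- than in vasectomized-mated females, and of 70 other cytokines 2 were called higher and 1 lower. With an estimated correlation neither list was called (adjusted p = 0.0832 and 0.284). For the higher cytokine transcripts 3 technical sources were tested. Shares of epithelium, stroma or muscle were taken to move their markers by 0.3 or more. The largest of the 3 medians was -0.17, for stroma, a list called lower in camera (adjusted p = 0.0241) but not under fry (adjusted p = 0.603). This argues against a shift of markers by 0.3 or more, while a smaller difference in shares stays open. Neutrophil RNA would leave genes that neutrophils do not make near 0. The 7 genes set for this test, Csf3, Cxcl5, Il17c, Lif, Nox1, Noxo1 and Clca3a1, had a median of 1.41. The paper lists all 7 as higher in this comparison on these arrays, so the outcome was fixed by the choice of genes and decides nothing, and neutrophil RNA stays open. Had sperm brought in no RNA, the median of sperm transcripts was to be under 0.1. At 0.11 it missed that bound, with 17 of 20 above 0. The list was called upward between the mated groups (camera adjusted p = 0.0171, fry adjusted p = 0.0241), but not with an estimated correlation (adjusted p = 0.333). It was not called after mating with intact males relative to controls (camera adjusted p = 0.332). Since the bound was missed, RNA carried in by sperm stays open. The sperm transcripts rose by less (upper quartile 0.15, highest 0.27) than the genes of Table 1 (lowest 0.47, median 0.84), but 19 of the 20 had a mean signal under 7.28, the limit for dim clusters, where a rise can be compressed. For Il1b, Tnf and Ccl3, which neutrophils make, the neutrophil marker median of 0.13 leaves open whether neutrophil RNA may contribute, since some markers rose and others did not.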
